# Genome-wide identification of microRNAs responsive to *Ectropis oblique* feeding in tea plant (*Camellia sinensis* L.)

**DOI:** 10.1038/s41598-017-13692-7

**Published:** 2017-10-19

**Authors:** Anburaj Jeyaraj, Shengrui Liu, Xiao Zhang, Ran Zhang, Mingzhu Shangguan, Chaoling Wei

## Abstract

The tea plant (*Camellia sinensis* L.) is vulnerable to the geometrid *Ectropis oblique*; although microRNAs (miRNAs) are important for plant growth, development and stress response, the function of miRNAs in the response of *C*. *sinensis* to stress from *E*. *oblique* is unclear. To identify *E*. *oblique* stress-responsive miRNAs and their target genes in tea plant, three small RNA libraries were constructed from leaves subjected to mechanical wounding (MW), geometrid attack (GA) and from healthy control (CK) leaves. Using high-throughput sequencing, 130 known miRNAs and 512 novel miRNAs were identified; of these, differential expression under GA stress was observed for 36 known and 139 novel miRNAs. Furthermore, 169 GA-responsive and 173 MW-responsive miRNAs were detected by miRNA microarray. The expression patterns of six GA-responsive miRNAs were validated by qRT-PCR. Several target genes for these miRNAs encode various transcription factors, including ethylene-responsive transcription factors and squamosa promoter-binding-like proteins, which suggests that these miRNAs may regulate stress-responsive transcriptional processes in tea plant. The present findings provide novel insights into miRNA-mediated regulatory mechanisms underlying the response to GA stress, and also offer valuable information for development of pest resistance using RNA interference-based strategies in tea plants.

## Introduction

The study of plant-herbivore interactions is one of the most important and multidisciplinary undertakings in plant biology research. The evolutionary race between plants and insects has resulted in the development of an elegant defense system in plants, which is capable of recognizing foreign molecules or signals from damaged cells and activating a plant immune response against herbivores^1,2^. Plants respond to insect-induced stress via both direct and indirect defense mechanisms. Direct defense mechanisms refer to plant characteristics that provide mechanical protection such as thicker leaves, hairs, trichomes, thorns and spines; direct defense mechanisms also include production of toxic chemicals that kill or retard the development of herbivores such as terpenoids, alkaloids, anthocyanins, phenols and quinines^3^. Indirect defenses refer to the release of a blend of volatile substances that attract natural predators of the herbivores by providing food (extra floral nectar) and shelter to predators^4^. Both defense actions are mediated through various biochemical, morphological and molecular mechanisms. Even though many biochemical compounds, morphological changes and gene regulations have been found to play roles in plant-insect defense responses, the mechanism by which plants protect themselves from insects is still unclear. Recent evidence shows that small regulatory RNAs have important functions in plant stress responses by targeting multiple transcription factors, which in turn, regulate the expression of various downstream genes involved in the stress response^5^.

Small non-protein-coding RNAs (sRNAs) have emerged as key eukaryotic regulatory molecules, and are involved in diverse biological processes including transcription, oxidation-reduction, transport, and stress response. The majority of sRNAs in plants are 20–24 nucleotides in length, and they are classified into two major classes based on their biogenesis: microRNA (miRNA) is derived from single-stranded stem-loop precursor structure, and small interfering RNA (siRNA) is processed from perfect double-stranded RNA^6–8^. Plant miRNAs play important roles in target gene regulation at the transcriptional and/or post-transcriptional level through perfect or near-perfect complementarities^6^. Recently, miRNAs were reported to play central roles in important plant functions such as regulation of cell growth and development, biotic and abiotic stress response, and gene translational repression^9,10^. For example, ath-miR156 regulates the transition from the juvenile to adult phase by targeting specific transcription factors for silencing in *Arabidopsis thaliana* ^11^.

Over the past decade, numerous conserved and novel miRNAs have been identified through computational and experimental approaches in diverse plant species^9,12^. Recently, high-throughput sequencing technologies have been widely used for the identification of conserved and less abundant novel miRNAs in several plant species, such as *Dendrocalamus latiflorus* ^13^, *Populus euphratica* ^14^ and *Zea mays* ^15^. High-throughput sequencing is useful for the identification of miRNAs in various plant species whose genomes are not yet available in public databases^16^. To date, 28,645 precursor miRNAs and 35,828 mature miRNAs have been deposited in the miRNA database miRBase (http://www.mirbase.org, release 21)^17^.

The tea plant (*Camellia sinensis* (L.) O. Kuntze), is an economically important evergreen woody perennial plantation crop, which is mainly cultivated in tropical and sub-tropical climates. Tea plant is often exposed to biotic stresses from high insect populations; the tea geometrid (*Ectropis oblique*, a chewing insect) is one of the most common pests of tea in China^18^. *E*. *oblique* larvae feed on tea leaves and tender buds during the growing season, and cause considerable mechanical damage to the green tissues of leaves. A severe infestation of tea plants can lead to complete defoliation, greatly reducing tea production^19,20^. Therefore, it is important from an economical perspective to understand the stress response mechanisms of tea plants to *E*. *oblique* feeding and infestation.

Recent studies have identified several tea miRNAs by computational analysis of expressed sequence tags (ESTs)^21–23^. Mohanpuria and Yadav^24^ isolated and cloned six novel miRNAs via the direct cloning approach, and Jeyaraj *et al*.^25^ analyzed the expression of 15 tea miRNAs during bud dormancy using stem-loop pulse RT-qPCR. Most recently, several conserved and novel miRNAs were identified in response to drought and cold stress in the tea plant by high-throughput sequencing^26–28^. However, the functions and mechanisms by which these miRNAs affect the stress response in *C*. *sinensis* are unclear. Studies on the effect of mechanical and geometrid-induced stress on tea plant miRNAs may improve our understanding of miRNA functions in response to biotic stress. This study aims to identify the differential conserved and species-specific novel miRNAs responsive to insect feeding in tea plant by high-throughput small RNA sequencing; to achieve this, we constructed three small RNA (sRNA) libraries from tea plant leaves subjected to mechanical wounding (MW), geometrid attack (GA), and healthy control (CK) leaves. A total of 130 conserved and 512 novel miRNAs were identified among the libraries. The potential target genes of these miRNAs were involved in diverse biological processes including transcription, signal transduction, stress response, and plant growth and maintenance. These results lay the foundation for understanding miRNA-based regulation in the response to the infestation of tea plants with *E*. *oblique*.

## Results

### Sequence analysis of sRNAs

In order to identify conserved and novel miRNAs in tea, three different small RNA libraries were constructed. 

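The GA library came from tea leaves attacked by larvae of the geometrid moth *E*. *oblique* and the MW library from mechanically wounded leaves, with 1 library per treatment. Each library pooled small RNAs of leaves collected at 3, 6, 9, 12 and 24 h, so each read value below stands for the whole time course. No difference in reads between GA and MW has a replicate library. The paper's microarray of GA, MW and CK and its qRT-PCR of wounding and oral secretion had biological replicates, and neither was tested anew here. The reads of the conserved miRNAs analysed here summed to 43648.5 in GA and 40973.8 in MW, which is 1.01% and 0.810% of the 4315700 and 5057553 clean reads that the paper gives for these libraries. Only 2 miRNAs, csn-miR396a-5p and csn-miR166a-3p, took 81.4% of these reads in GA and 80.4% in MW. The authors had filtered the reads, removed other RNA classes and repeats, mapped the sequences to tea reference sequences and matched them to known plant miRNAs. Read numbers of 54 miRNAs were not whole and were rounded before testing. The GA reads of each miRNA among its GA and MW reads were compared with the share expected from the authors' normalization by a two-sided exact binomial test, with Benjamini-Hochberg adjustment over the 115 miRNAs with at least 1 read. This test compares the reads of these 2 libraries and not the conditions, and its 95% Clopper-Pearson intervals cover counting error only. Pairs of libraries of the same depth were simulated with counting error only, and changes were placed only in miRNAs with at least 10 reads. The test called 32% of miRNAs changed by 1.5-fold, 48.6% of those changed by 2-fold and 77% of those changed by 4-fold. The CK library was not analysed here, and its values are given only as the paper's.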

Each sRNA library was generated from an equal mixture of small RNAs obtained at different time points from GA, MW and CK tea leaves, respectively. The three sRNA libraries were sequenced by Solexa sequencing technology using an Illumina GAIIX system provided by LC Sciences (Houston, Texas, USA). A total of 9,323,041, 11,910,328 and 14,320,517 raw reads were generated from the three sRNA libraries, respectively (Table 1). To evaluate the efficiency of Solexa sequencing and the quality of the sequences, all reads were annotated and classified by aligning them against the miRBase 21 database (http://www.mirbase.org/), the Rfam database (http://rfam.janelia.org) and the Repbase database (http://www.girinst.org/repbase). Thereafter, sRNAs were classified into different categories according to their annotations as 3′ adapter (ADT) and length filter, junk reads, Rfam, mRNA, repeats, rRNA, tRNA, snRNA and snoRNA sequences and other Rfam RNA sequences (Table 1). We obtained 4,315,700 clean reads that represented 2,363,062 unique sequences from the GA library, 5,057,553 clean reads that represented 2,207,927 unique sequences from the MW library, and 7,151,289 clean reads that represented 3,775,038 unique sequences from the CK library (Table 1). The length distribution of the sRNAs ranged from 15 to 30 nt, with 24-nt sRNAs representing the most frequent length in the three libraries (Table 2 and Fig. 1). The percentage of 24-nt sRNAs in the CK library (39.13%) was notably higher than that in both the GA (35.36%) and MW (25.61%) library (Table 2). The 21-nt sRNA sequences represented the next most abundant class, which accounted for 11.44%, 10.66% and 9.95% of the reads in the CK, GA and MW libraries, respectively. The next most abundant class was the 23-nt sRNA sequences, which represented 6.62%, 6.39% and 7.16% of the CK, GA and MW libraries, respectively. It was followed by the 22-nt class, which represented 6.49%, 6.53% and 6.83% of the CK, GA, and MW libraries, respectively (Table 2).

**Table 1:** Overview of reads from the raw data to cleaned sequences from small RNA libraries.

	GA^*^		MW^*^		CK^*^	
	Total (%)	Unique (%)	Total (%)	Unique (%)	Total (%)	Unique (%)
Raw reads	9323041 (100)	3763136 (100)	11910328 (100)	3752258 (100)	14320517 (100)	5376088 (100)
3′ADT&length filter	2631369 (28.22)	848952 (22.56)	3769752 (31.65)	988872 (26.35)	3445548 (24.06)	963153 (17.92)
Junk reads	29144 (0.31)	24368 (0.65)	26897 (0.23)	20778 (0.55)	37873 (0.26)	31843 (0.59)
Rfam	1017420 (10.91)	247775 (6.58)	1379642 (11.58)	251479 (6.70)	1560662 (10.90)	282995 (5.26)
Repeats	170506 (1.83)	30006 (0.80)	178485 (1.50)	30623 (0.82)	299638 (2.09)	38809 (0.72)
Clean reads	4315700 (46.29)	2363062 (62.80)	5057553 (42.46)	2207927 (58.84)	7151289 (49.94)	3775038 (70.22)
rRNA	485398 (5.21)	134102 (3.56)	646150 (5.43)	133552 (3.56)	726837 (5.08)	148924 (2.77)
tRNA	270471 (2.90)	64748 (1.72)	474458 (3.98)	67185 (1.79)	409233 (2.86)	72505 (1.35)
snoRNA	66279 (0.71)	11019 (0.29)	56587 (0.48)	11480 (0.31)	115028 (0.80)	14202 (0.26)
snRNA	25631 (0.27)	9272 (0.25)	45625 (0.38)	10249 (0.27)	43670 (0.30)	11900 (0.22)
other Rfam RNA	169641 (1.82)	28634 (0.76)	156822 (1.32)	29013 (0.77)	265894 (1.86)	35464 (0.66)
miRNA	141482 (1.52)	1198 (0.03)	118357 (0.99)	1100 (0.03)	264845 (1.85)	1255 (0.02)

*GA: geometrid-attacked, MW: mechanical-wounding, CK: control.

**Table 2:** Length distribution and abundances of small RNAs in the libraries of geometrid-attacked, mechanical-wounding and control samples from *Camellia sinensis*.

Length (nt)	GA*		MW*		CK*	
	Total (%)	Unique (%)	Total (%)	Unique (%)	Total (%)	Unique (%)
15	89786 (2.08)	25437 (1.08)	94250 (1.86)	24553 (1.11)	140732 (1.97)	30731 (0.81)
16	161257 (3.74)	51358 (2.17)	187684 (3.71)	52394 (2.37)	237392 (3.32)	64150 (1.70)
17	167392 (3.88)	65565 (2.77)	218734 (4.32)	70348 (3.19)	244718 (3.42)	83433 (2.21)
18	185167 (4.29)	73240 (3.10)	266660 (5.27)	81115 (3.67)	272934 (3.82)	97024 (2.57)
19	173306 (4.02)	77863 (3.30)	242013 (4.79)	85834 (3.89)	264411 (3.70)	108406 (2.87)
20	206004 (4.77)	84808 (3.59)	304324 (6.02)	93487 (4.23)	314686 (4.40)	122963 (3.26)
21	459911 (10.66)	151740 (6.42)	503205 (9.95)	152702 (6.92)	818415 (11.44)	237431 (6.29)
22	281749 (6.53)	137108 (5.80)	345255 (6.83)	137196 (6.21)	464130 (6.49)	213844 (5.66)
23	275840 (6.39)	152819 (6.47)	362095 (7.16)	145437 (6.59)	473450 (6.62)	290761 (7.70)
24	1525950 (35.36)	1191837 (50.44)	1295079 (25.61)	930907 (42.16)	2798386 (39.13)	2081748 (55.15)
25	186871 (4.33)	111056 (4.70)	255795 (5.06)	114308 (5.18)	278848 (3.90)	161533 (4.28)
26	129722 (3.01)	54169 (2.29)	215168 (4.25)	70516 (3.19)	181688 (2.54)	65779 (1.74)
27	128695 (2.98)	50370 (2.13)	212529 (4.2)	65709 (2.98)	186565 (2.61)	58749 (1.56)
28	122941 (2.85)	47275 (2.00)	188586 (3.73)	63101 (2.86)	175112 (2.45)	55528 (1.47)
29	111781 (2.59)	44969 (1.90)	183654 (3.63)	60828 (2.75)	150175 (2.10)	52416 (1.39)
30	109328 (2.53)	43448 (1.84)	182522 (3.61)	59492 (2.69)	149647 (2.09)	50542 (1.34)

*GA: geometrid-attacked, MW: mechanical-wounding, CK: control.

**Figure 1:**
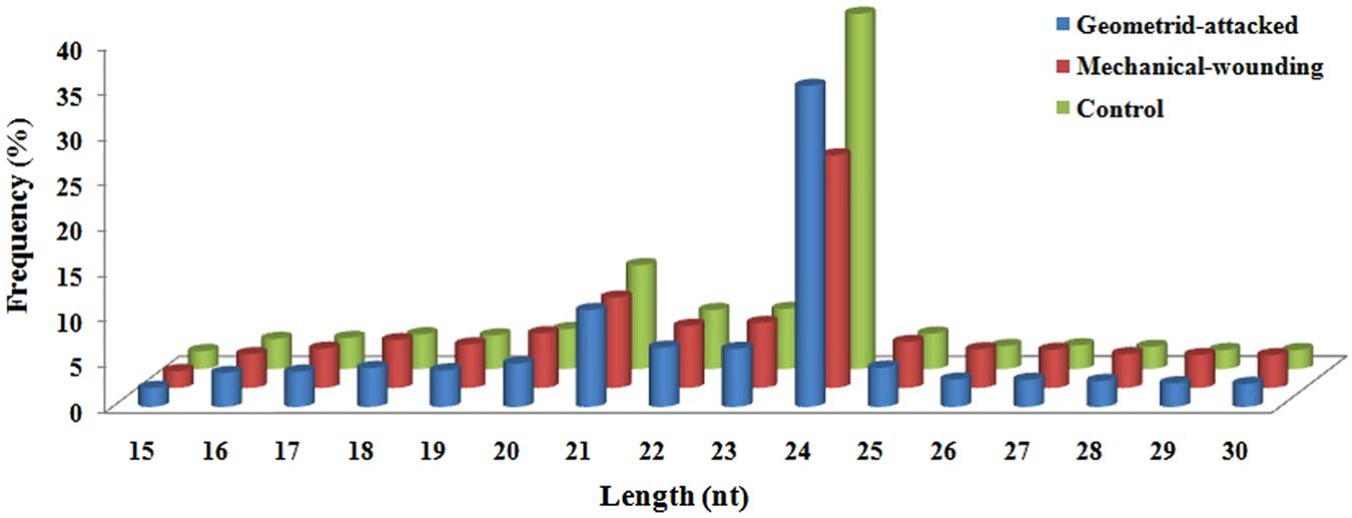
Size distribution and abundances of small RNAs in the libraries of the geometrid-attacked, mechanical-wounding and control samples of *Camellia sinensis*.

### Identification of conserved miRNAs

In order to investigate the conserved miRNAs present in tea, the unique sRNA sequences generated from three sRNA libraries (CK, GA and MW) were aligned against known plant miRNAs deposited in miRBase 21.0, allowing a maximum of two mismatches. A total of 130 conserved miRNAs belonging to 49 miRNA families with high sequence matches to currently known plant miRNAs were identified in the three libraries (Supplementary Table S1). Of these, 112 conserved miRNAs were detected in the CK library, and 101 and 106 miRNAs were detected in the GA and MW libraries, respectively (Supplementary Table S1 and Fig. 2A). Among these, six conserved miRNAs (csn-miR166a-3p, csn-miR166c-3p, csn-miR168a, csn-miR396a-5p, csn-miR396d-5p and miR535a) showed a higher number of reads in the CK library than in the GA and MW libraries. Thus, these miRNAs may play a specific role in GA- and MW-associated stress. Moreover, several moderately conserved miRNA families, including miR156, miR160, miR167, miR172 and miR390, had a number of sequence reads that ranged from 100 to 1000 in at least one liabrary. 

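Of the 130 conserved miRNAs, 123 were analysed here. Csn-miR396d-5p, csn-miR396d-3p and csn-miR172g-5p, which the paper names, were not among them, so shares and family sums cover the analysed members only. They belonged to 49 families, and the mature sequence was 21 nt long in 63 of them. In the miR395 family, whose known targets act in sulfate uptake and assimilation, csn-miR395 (CTGAAGTGTTTGGGGGAACTC) had its precursor on the plus strand of cam_scaffold114092 from 3129 to 3389. The precursor of csn-miR399c (TGCCAAAGGAGAATTGCCCTG), of a family known from phosphate starvation, lay on the minus strand of cam_scaffold236036 from 3816 to 4076. That of csn-miR408 (TGCACTGCCTCTTCCCTGGCT), of a family that targets copper proteins, lay on the minus strand of cam_scaffold411144 from 912 to 1172. These positions are those of the authors' table, on their tea genome scaffolds, and no gene annotation of these scaffolds was used here.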

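Reads were found for 95 of the 123 analysed miRNAs in the GA library and for 102 in the MW library. Both libraries held reads of 82 miRNAs, and neither held reads of 8. The 13 miRNAs with reads in GA and none in MW had at most 5 reads each and 20.7 reads in sum. The 20 miRNAs with reads in MW and none in GA had at most 3 reads each and 24.5 reads in sum. When at least 3 reads were required, 53 miRNAs were detected in GA and 59 in MW, and with at least 10 reads the numbers were 34 and 33. For a miRNA with 0 reads, the upper bound of the 95% interval of its share of the conserved miRNA reads was 0.00845% in GA and 0.00900% in MW, so 0 reads means not detected at this depth and not absent.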

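Among the 5 of these miRNAs analysed here, csn-miR396a-5p, which targets growth-regulating factor genes, had 22888 reads in GA and 16611.5 in MW. It was higher in GA by 0.46 on the log2 scale (adjusted p = 4.46e-215, exact binomial test). Csn-miR168a, from the precursor whose other arm targets *ARGONAUTE1*, was also higher in GA, with 2347 and 1627 reads and a log2 ratio of 0.53 (95% interval 0.43 to 0.62). Csn-miR166a-3p, which targets HD-ZIP III transcription factors, was lower in GA, with 12649 and 16333.5 reads and a log2 ratio of -0.37 (95% interval -0.41 to -0.34). Scaled by clean reads its log2 ratio was -0.14, still past the test. Csn-miR535a was lower as well, with 1009.5 reads in GA and 1539 in MW and a log2 ratio of -0.61 (95% interval -0.73 to -0.49). Csn-miR166c-3p had 1431.5 and 1641.5 reads, and its log2 ratio of -0.20 passed the test with the authors' normalization but was 0.03 when the libraries were scaled by clean reads and also when scaled by the sum of reads without the most abundant miRNA. The paper's raw reads for the CK library are 55019.5 for csn-miR396a-5p, 3814 for csn-miR168a, 18463 for csn-miR166a-3p, 1054 for csn-miR535a and 2257 for csn-miR166c-3p. The CK library had more clean reads than GA or MW, so these raw reads do not compare levels. By normalized values, csn-miR166a-3p, csn-miR166c-3p and csn-miR535a were above the paper's CK in both libraries. Csn-miR396a-5p and csn-miR168a were below it in both.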

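In the miR156 family, which targets *SPL* genes, csn-miR156a had 189.5 reads in GA and 216.5 in MW. Csn-miR172b, which targets *AP2*-like genes, had 265 and 156.5 reads and was higher in GA by 0.76 on the log2 scale (95% interval 0.46 to 1.05, adjusted p = 2.40e-06, exact binomial test). Csn-miR160a-5p, which targets auxin response factor genes, had 152 and 98 reads and was also higher, with a log2 ratio of 0.63 (adjusted p = 0.00738, exact binomial test). Of the miR167 family, csn-miR167c-5p had 624 reads in GA and 665.5 in MW and did not pass the test. Csn-miR167d-5p, with 308 and 402 reads, was lower in GA with a log2 ratio of -0.39 (adjusted p = 0.00431, exact binomial test), but it did not pass when the libraries were scaled by clean reads (log2 ratio -0.16, adjusted p = 0.697, exact binomial test). Csn-miR390c-5p had 109 and 90 reads and did not pass.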

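At least 100 reads were counted for 16 of the analysed miRNAs in GA and for 13 in MW. Besides csn-miR396a-5p, csn-miR166a-3p, csn-miR166c-3p, csn-miR168a, csn-miR535a and members of miR156, miR160, miR167, miR172 and miR390, this included csn-miR395 with 215.5 reads in GA and 34 in MW, and csn-miR408 with 250 and 381 reads. Csn-miR396a-3p had 115.5 and 57.5 reads, csn-miR403 had 112.5 and 136, and csn-miR535c had 95.5 and 183.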

The remaining lowly conserved miRNAs had fewer than 100 reads in the three libraries (Supplementary Table S1). The number of members in the conserved miRNA families differs dramatically across all three libraries. The miRNA families miR156, miR166, miR167, miR171, miR172 and miR396 had more than five members each. Six miRNA families (miR169, miR390, miR395, miR399, miR477 and miR535) had four members each, and the majority of miRNA families had only one member each (Supplementary Table S1 and Fig. 3).

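Among the 123 analysed miRNAs, the miR167 family had 11 members, miR156 had 10, miR166 had 9, miR171 had 8, miR396 had 7 and miR172 had 4. Reads of miR156 members were found for 4 of the 10 in GA and for 8 in MW. All 11 miR167 members had reads in GA and 9 had reads in MW. The 4 members of miR535 had 1109 reads in GA and 1727.5 in MW in sum, and those of miR390 had 120 and 111. The miR169 members had 25 and 23 reads. Families with 1 analysed member numbered 30 of 49.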

**Figure 2:**
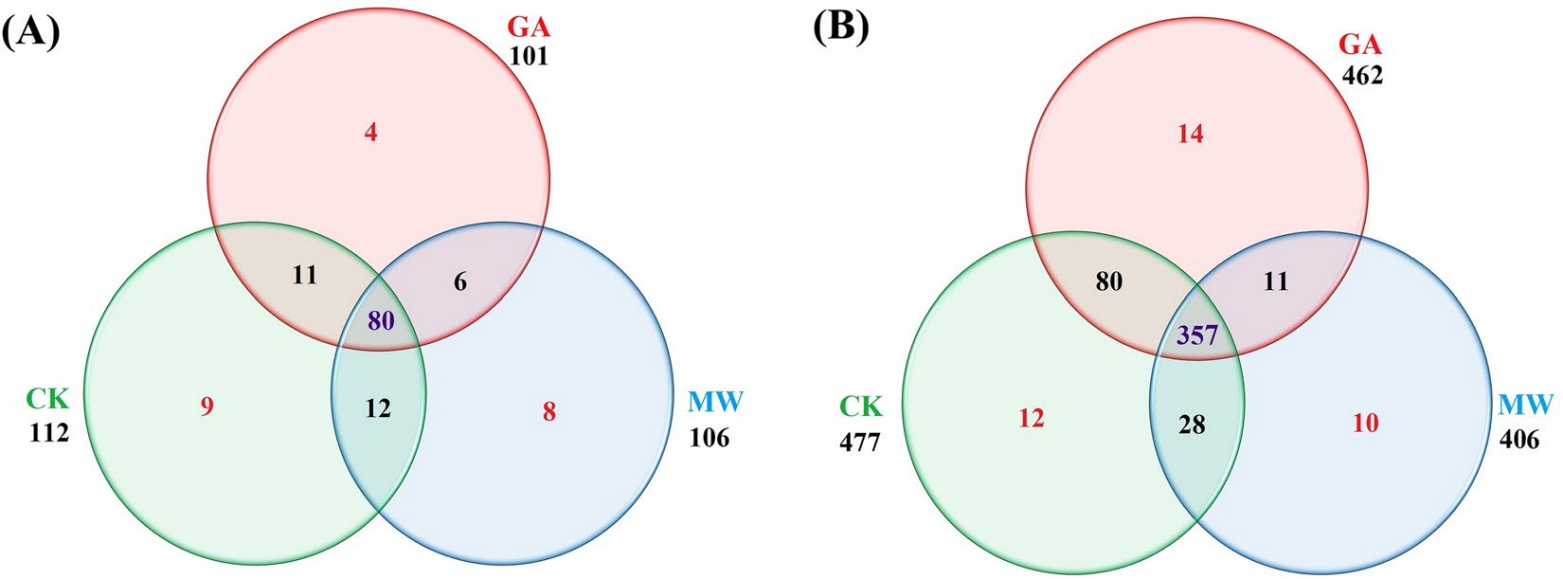
Venn diagrams showing the number of conserved (**A**) and novel (**B**) miRNAs expressed in the geometrid-attacked (GA), mechanical-wounding (MW) and control samples (CK). A: conserved miRNAs, B: novel miRNAs.

**Figure 3:**
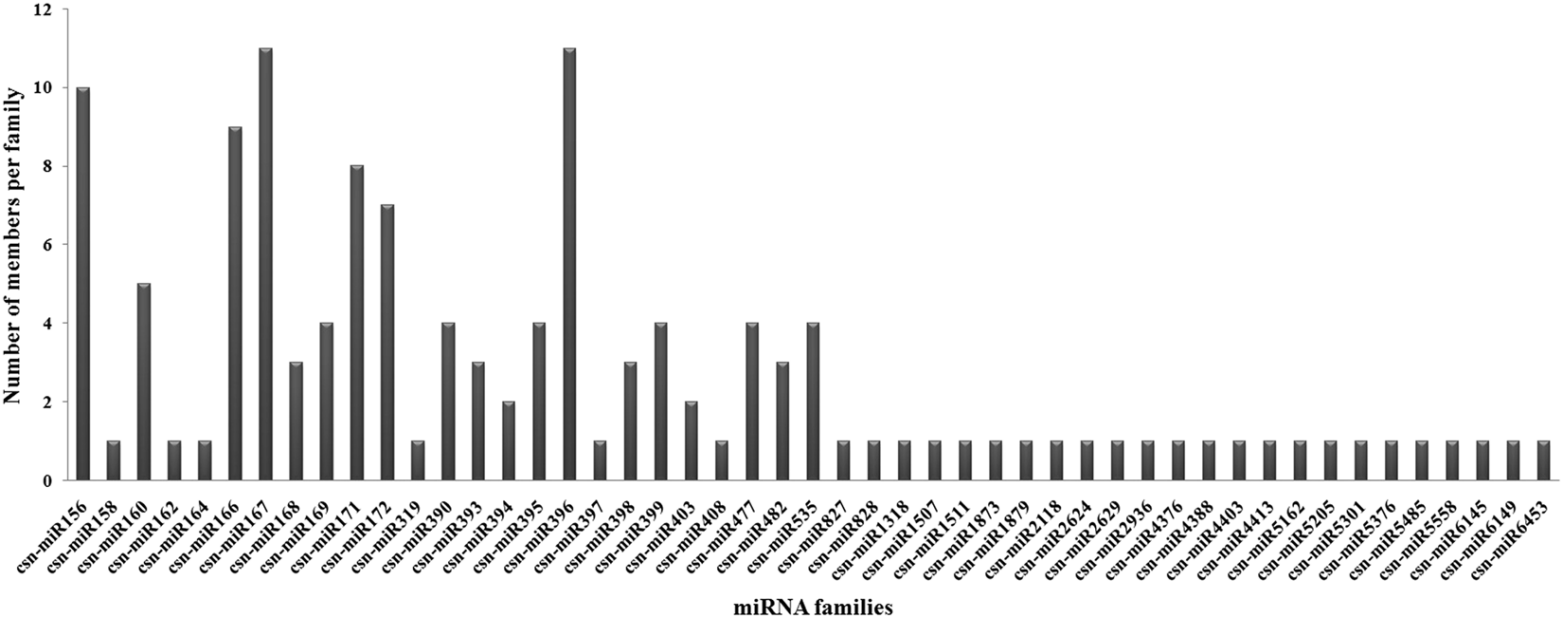
Number of conserved miRNA families in *Camellia sinensis*.

### Identification of novel miRNAs

To identify novel miRNA sequences, all unannotated unique sRNA sequences were mapped to EST sequences and the scaffold sequences that were assembled on the base of the genome survey dataset (unpublished data). The stem-loop structure of miRNA precursors was used to predict novel miRNAs using the Mfold program^29^. According to the recent criteria for annotating novel plant miRNAs based on miRNA:miRNA*^30^, we successfully identified 512 novel miRNAs in all three libraries (Supplementary Table S2). Of these, 477 novel miRNAs were detected in the CK library, whereas 462 and 406 novel miRNAs were detected in the GA and MW libraries, respectively. These findings indicate that the expressions of certain novel miRNAs are specifically repressed by GA- and MW-induced stress (Supplementary Table S2 and Fig. 2B). The novel miRNAs sequences were between 18 and 25 nt in length, and the 24 nt reads were the most abundant. The lengths of novel miRNA precursors ranged from 57 to 219 nt, with an average length of 148 nt. The negative folding free energies of the novel miRNA precursors ranged from −164.9 to −18.2 kcal mol^−1^, with an average value of −74.62 kcal mol^−1^. The stem-loop structures of these predicted novel miRNA precursor sequences were shown in Supplementary Table S2.

### Differential expression analysis of miRNAs

To identify the miRNAs involved in the response to mechanical and *E*. *oblique*-induced stresses, expression levels of all conserved and novel miRNAs in the three libraries were normalized, and the differential expression levels were estimated from the read counts obtained from high-throughput sequencing. 

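In the authors' deposited table the normalized signal of a miRNA was its raw reads multiplied by 1.17 in GA and by 1.18 in MW, and a miRNA without reads was given 0.01. Under this replacement csn-miR169b, with 1 read in GA and 0 in MW, had a log2 fold change of 6.88 in the authors' deposited table. Scaling by the clean reads of the paper's Table 1 moved every log2 ratio of GA over MW up by 0.23, and scaling by the sum of reads without the most abundant miRNA did the same. The sum of the reads of the analysed conserved miRNAs moved them by -0.09 and edgeR's TMM factors by 0.05.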

In the three libraries, miRNAs with higher than two-fold change in their expression (log2 value) (GA vs. CK, MW vs. CK, and GA vs. MW) were considered to be up-regulated, while miRNAs with less than −0.5-fold change in their expression (log2 value) (GA vs. CK, MW vs. CK, and GA vs. MW) were considered to be down-regulated.

In GA/CK comparison, a total of 54 conserved miRNAs were differentially expressed, including 12 up-regulated and 42 down-regulated miRNAs; 251 novel miRNAs showed significant differential expression, of which 58 and 193 miRNAs were up-regulated and down-regulated, respectively (Fig. 4). Thus, differential expression of these conserved and novel miRNAs could have been induced by either MW or oral secretion (OS) stimulation or both.

**Figure 4:**
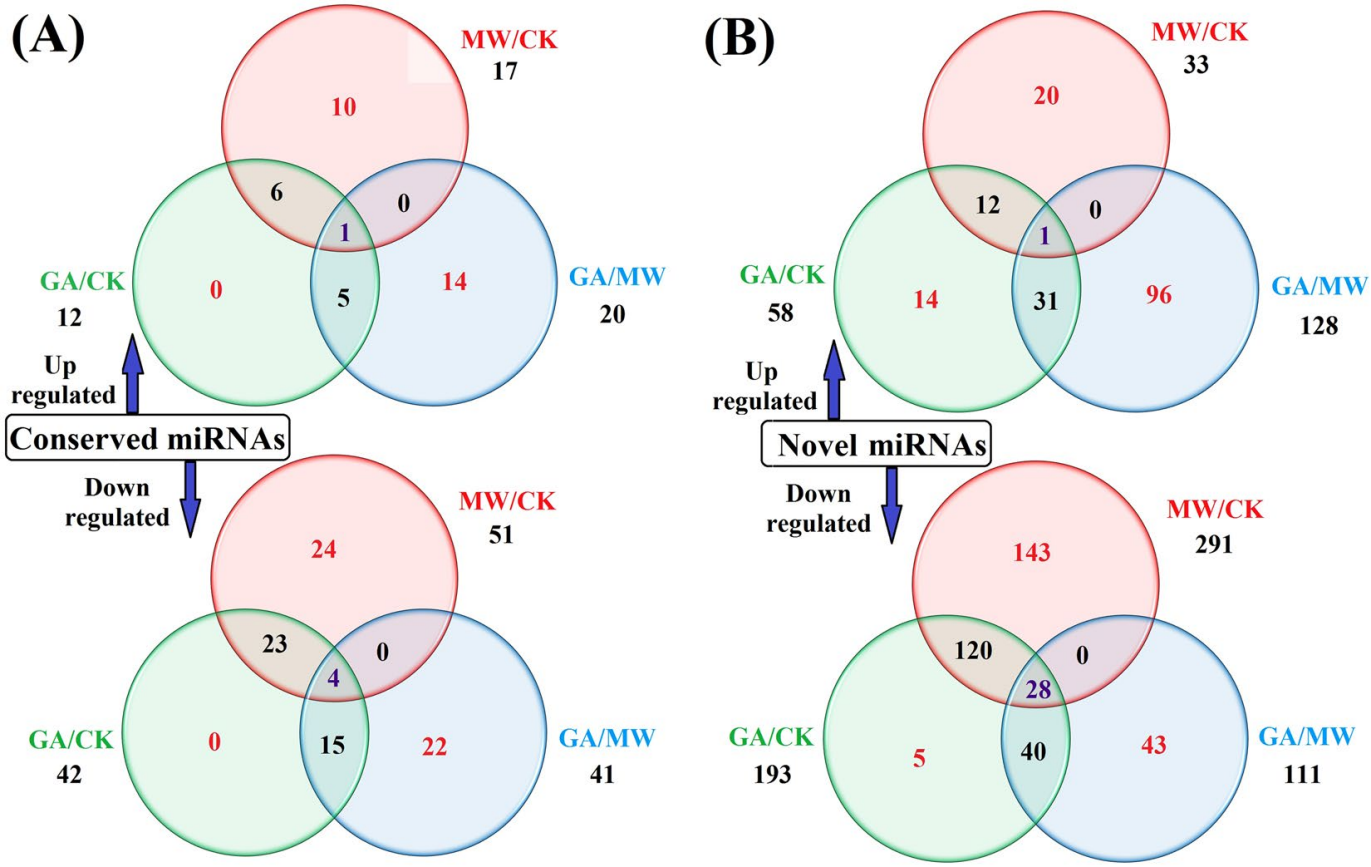
Venn diagrams showing the differentially expressed conserved (**A**) and novel (**B**) miRNAs under the geometrid-attack (GA), mechanical-wounding (MW) and control (CK) conditions. The number of miRNAs in each category is provided in each region.

To identify the MW-induced miRNAs, we performed a comparison between the MW and CK libraries. Accordingly, we identified 68 conserved miRNAs that were differentially expressed, of which 17 and 51 miRNAs were up-regulated and down-regulated, respectively. Moreover, 324 novel miRNAs were expressed differentially between the two libraries, including 33 up-regulated and 291 down-regulated miRNAs.

To identify miRNAs specifically induced by OS of *E*. *oblique*, we conducted a comparison between the GA and MW libraries. 

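Csn-miR395, whose known targets act in sulfate uptake and assimilation, had the largest log2 ratio among the 8 miRNAs higher in GA. It exceeded its MW value by 2.66 on the log2 scale (95% interval 2.14 to 3.23, adjusted p = 5.57e-32, exact binomial test). By the paper's log2 ratios to CK, csn-miR395 was at -0.16 in GA and -2.82 in MW, so this difference lies mostly in a low MW value. The phosphate starvation miRNAs csn-miR399c and csn-miR399d were higher by 0.95 (adjusted p = 0.0255, exact binomial test) and 1.77 (adjusted p = 0.0273, exact binomial test), and csn-miR396a-3p by 1.00 (95% interval 0.53 to 1.48). Csn-miR399c and csn-miR399d lay below the paper's CK in both GA and MW. Csn-miR535c was lower in GA with a log2 ratio of -0.94 (95% interval -1.31 to -0.57), and csn-miR408, which targets copper proteins, with a ratio of -0.61 (95% interval -0.85 to -0.38). Csn-miR390a-3p had 1 read in GA and 10 in MW (log2 ratio -3.32, adjusted p = 0.0483, exact binomial test). It no longer passed with TMM factors (adjusted p = 0.0907, exact binomial test), though its log2 ratio was still -3.27. In total, 8 miRNAs were higher in GA, 7 were lower and 100 did not pass the test, which compares these 2 libraries and not the treatments. Only 47 miRNAs had at least 10 reads over both libraries, and many of the 100 had too few reads to pass whatever their split. The other members of the higher group were csn-miR160a-5p, csn-miR168a, csn-miR172b and csn-miR396a-5p, and the other lower ones were csn-miR166a-3p, csn-miR166c-3p, csn-miR167d-5p and csn-miR535a. Scaled by clean reads, 9 were higher and 4 lower. If libraries of one treatment were to vary with a coefficient of variation of 0.2, edgeR's exact test would call 1 miRNA, csn-miR395, and at 0.4 it would call 0. At the paper's thresholds of 2 and -0.5, without a p-value, 15 miRNAs were up-regulated and 41 down-regulated by the log2 values of the authors' deposited table. Of these, 13 of the 15 and 20 of the 41 had 0 reads in one library, 13 and 35 had fewer than 10 reads in total, and 1 and 4 passed the exact test. With 0.5 read added to both libraries in place of the 0.01, 5 were up-regulated and 41 down-regulated, and with at least 10 reads required 2 were up-regulated and 6 down-regulated. The paper takes the miRNAs that differ in this comparison as those specifically induced by the oral secretion of the larvae.

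**Figure D1:**
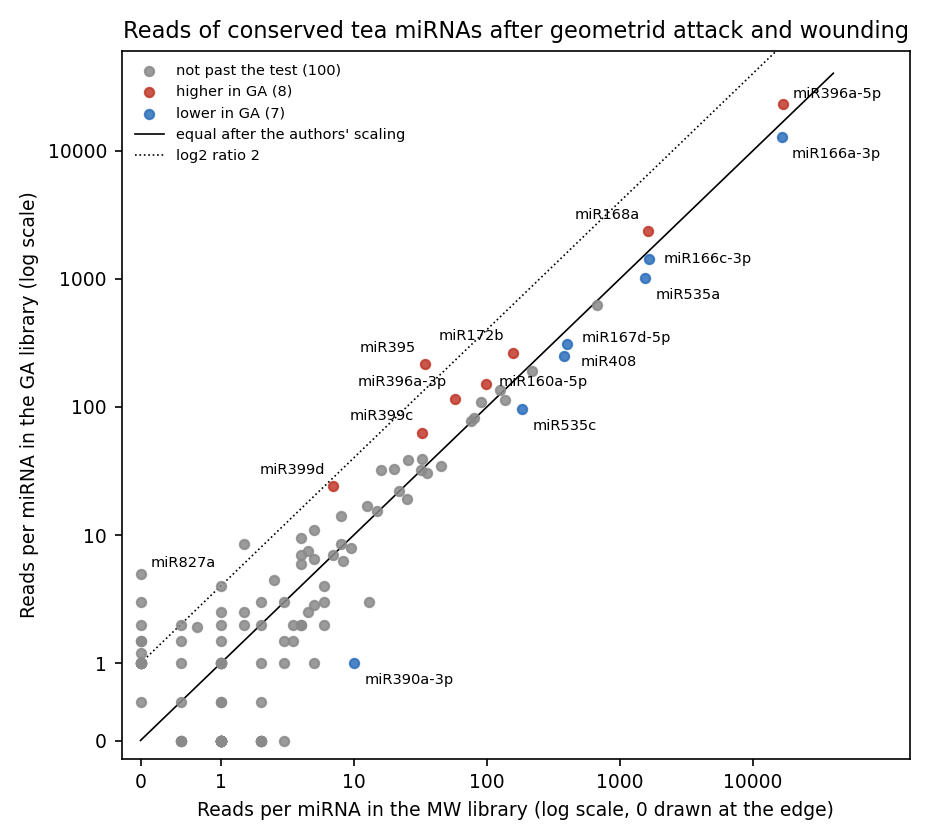
Reads of each conserved miRNA in the MW library (x axis) and the GA library (y axis), both on log scales with 0 reads drawn at the edge, for the 115 miRNAs with reads. The solid line marks equal values after the authors' scaling and the dotted line a log2 ratio of 2. Csn-miR395 lies past the dotted line with 215.5 and 34 reads, and csn-miR827a at the left edge has 5 reads in GA and 0 in MW.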

A total of 61 conserved and 239 potentially novel miRNAs were identified as differentially expressed; of these 148 miRNAs (20 conserved and 128 novel miRNAs) were up-regulated and 152 miRNAs (41 conserved and 111 novel miRNAs) were down-regulated (Fig. 4). Altogether, 5 conserved miRNAs (1 up-regulated and 4 down-regulated) and 29 novel miRNAs (1 up-regulated and 28 down-regulated) showed significant differential expression among GA/CK, MW/CK and GA/MW comparisons (Fig. 4A,B). Many unique conserved and novel miRNAs were identified individually in the three comparisons. In particular, we found that 29 conserved miRNAs (6 up-regulated and 23 down-regulated miRNAs) and 132 novel miRNAs (12 up-regulated and 120 down-regulated miRNAs) were differentially expressed both in the GA/CK and MW/CK comparisons (Fig. 4A,B). In the GA/MW comparison, 1 conserved and 5 novel miRNAs (csn-miR827a, csn-miRn80, csn-miRn83, csn-miRn146, csn-miRn190 and csn-miRn239) showed the most significant upregulation (with fold change as high as 9.20), while two novel miRNAs (csn-miRn51 and csn-miRn152) were the most significantly down-regulated miRNAs (with fold change as low as –8.88). 

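Csn-miR827a, of a family known from phosphate starvation, had 5 reads in GA and 0 in MW. The 95% counting interval of the ratio of GA over MW reached down to 0.915, so no fold is given, and it did not pass the exact binomial test (p = 0.0625 before adjustment, adjusted p = 0.396, two-sided). Even with all 5 reads in GA, so few could not have passed this test. The log2 value of 9.20 in the authors' deposited table is computed against the 0.01 that stands for 0 reads.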

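Read numbers were low for the conserved miRNAs csn-miR167b, csn-miR169b, csn-miR1318, csn-miR156h, csn-miR166a-5p, csn-miR172d and csn-miR395g. Csn-miR167b had 1.5 reads in GA and csn-miR1318 had 1, and neither had reads in MW. Csn-miR172d had 2 reads in MW, csn-miR156h and csn-miR166a-5p had 1 each and csn-miR395g had 0.5, and these had no reads in GA. None of the 7 passed the exact binomial test (adjusted p from 0.821 to 1), and no fold is given because their reads did not exceed 3 in either library. Such low read numbers could not have passed this test, so the result does not speak against a difference. All 33 miRNAs with a log2 fold change beyond 4 in size in the authors' deposited table had 0 reads in one of the libraries and 5 or fewer in the other.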

The majority of the differentially expressed miRNAs (e.g. csn-miR167b, csn-miR169b, csn-miR827a, csn-miR1318, csn-miR156h, csn-miR166a-5p, csn-miR172d and csn-miR395g) exhibited significant differences in their expression levels. For instance, 4 conserved and 14 novel miRNAs were only identified in the GA library (Fig. 2A,B); thus, these differentially expressed miRNAs may play critical roles in the response to OS-induced stress in tea plant.

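Of the analysed miRNAs, 4 had reads in GA, none in MW and 0 reads in the CK column of the paper's Table S1. They were csn-miR827a, csn-miR2629a with 3 reads, csn-miR169b and csn-miR1318, and together they had 10 reads. Csn-miR2629a is named here because it completes this count, after its values were seen. None of the 4 passed the exact binomial test between GA and MW. With 5 or fewer reads, all in GA, none of them could have passed, so this does not speak against a difference.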

### Microarray analysis of miRNAs

In this study, microarray-based hybridization was used to investigate the expression patterns of miRNAs in the tea plant under mechanical stress and *E*. *oblique*-induced stress. The mixed RNA pool microarray consisted of 642 probes that represented all the predicted miRNAs from high-throughput sequencing. The small-molecular-weight RNAs isolated from the CK, GA and MW libraries were used for microarray hybridization. We compared the relative expression of conserved and novel miRNAs between the GA and CK libraries and between the MW and CK libraries based on the expression signal (signal intensity > 30) respectively. miRNAs with more than or equal to one-fold change in their expression levels (GA vs. CK and MW vs. CK) were considered to be up-regulated, while miRNAs with less than one-fold change in their expression (GA vs. CK and MW vs. CK) were considered to be down-regulated.

Microarray data showed that several known and novel miRNAs had significant differential expression levels under GA or MW stress condition. Among the 642 miRNA probes, a total of 169 miRNAs (43 conserved and 126 novel miRNAs) in the comparison between the GA and CK libraries, and 173 miRNAs (46 conserved and 127 novel miRNAs) in the comparison between the MW and CK libraries showed differential expression profiles by microarray analysis; of these, 75 miRNAs (11 conserved and 64 novel miRNAs) were up-regulated and 48 miRNAs (16 conserved and 32 novel miRNAs) were down-regulated in both the GA vs. CK and MW vs. CK comparisons (Supplementary Tables S3 and S4). In the GA stress condition, 16 conserved miRNAs (6 up-regulated and 10 down-regulated) and 30 novel miRNAs (11 up-regulated and 19 down-regulated) only showed significant differential expression in the GA vs. CK (Supplementary Table S3); thus, these miRNAs may be activated or repressed in response to GA-induced stress. In the MW stress condition, 31 miRNAs (11 conserved and 20 novel miRNAs) were only up-regulated, while 19 miRNAs (8 conserved and 11 novel miRNAs) were only down-regulated in the MW vs. CK (Supplementary Table S4); thus, these miRNAs may be specifically involved in regulation of target genes in response to MW-induced stress.

### Prediction of miRNA targets

To better understand the biological role of miRNAs in *C*. *sinensis*, we used Target Finder to predict potential target genes of miRNAs based on the transcriptome sequence data of tea plant. Based on their perfect or near-perfect complementarity to their target gene sequences, a total of 1308 potential target genes were identified for 371 miRNAs, including 82 conserved and 289 novel miRNAs (Supplementary Table S5). Several identified target genes for known and novel miRNAs encoded transcription factors; these include key regulators of stress response and plant growth/development genes (Supplementary Table S5) such as squamosa promoter-binding-like protein (SPLs), myb domain proteins (MYBs), auxin response factors (ARFs), ethylene-responsive transcription factors (ERFs), NAC domain transcription factors (NACs), nuclear transcription factor Y (NFYs) and basic helix-loop-helix proteins (bHLHs). Many of the identified target transcripts encoded defense response-related genes, such as leucine-rich repeat receptor-like protein kinases (LRR-RLKs), serine/threonine-protein kinase (Ser/Thr_kinase), calcium-binding protein (CBP), calcium-dependent protein kinase (CDPK) and mitogen-activated protein kinase (MAPK), which are involved in signal sensing and transduction. Some target transcripts were annotated to genes encoding important reactive oxygen species (ROS)-related enzymes, which included peroxidase (POD), l-ascorbate peroxidase (APX) and glutathione-*S*-transferase (GST); these are involved in ROS signaling in herbivory-induced responses in plants. The other predicted miRNA target genes are involved in diverse physiological and metabolic processes, including plant metabolism, transport, cell growth/maintenance and stress responses (Supplementary Table S5). Based on the comprehensive identification of GA-responsive miRNAs and analysis of the predicted target gene functions, we propose a schematic model of the defence mechanism and regulatory networks associated with GA stress response in tea plant (Fig. 5).

**Figure 5:**
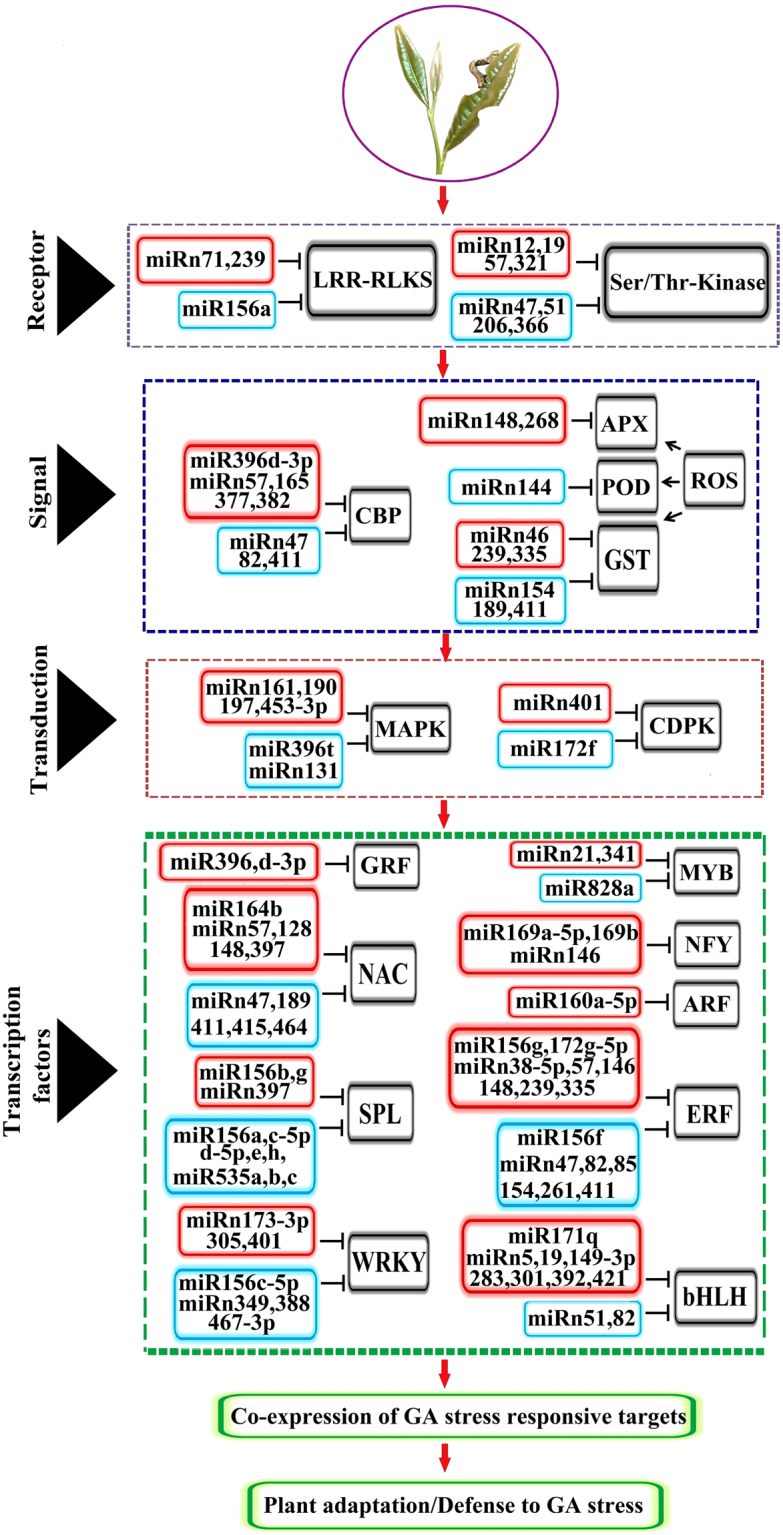
A hypothetical model of GA-responsive miRNA regulatory networks in tea plant. Leucine-rich repeat receptor-like protein kinases (LRR-RLKs), Serine/threonine-protein kinase (Ser/Thr_kinase), Calcium-binding protein (CBP), Reactive oxygen species (ROS), L-ascorbate peroxidase (APX), Peroxidase (POD), Glutathione-S-transferase (GST), Mitogen-activated protein kinase (MAPK), Calcium-binding protein, calcium-dependent protein kinase (CDPK), MYB domain proteins (MYBs), NAC domain transcription factors (NACs), Squamosa promoter-binding-like protein (SPLs), WRKY transcription factor (WRKYs), Nuclear transcription factor Y (NFYs), Auxin response factors (ARFs), Ethylene-responsive transcription factors (ERFs), Basic helix-loop-helix proteins (bHLHs), Growth-regulating factor (GRF). Up- and down-regulated csn-miRNAs are indicated in red and blue boxes respectively. All predicted target genes are represented in black box.

### Gene Ontology enrichment and KEGG pathway analysis

Based on functional annotations, the target genes were classified into three Gene Ontology (GO) categories: biological process, molecular function and cellular component (Fig. 6A, B and C). In the biological process category (Fig. 6A), the five major subcategories were included in cellular processes (21.74%), regulation of transcription (17.51%), response to stresses (13.28%), biosynthetic processes (12.22%), and transport and metabolic processes (10.34%). In the molecular function category (Fig. 6B), the most frequent term was belonged to binding activity (DNA binding and ATP binding); this was followed by enzyme activity, metal ion binding and other binding. With regard to the cellular component category (Fig. 6C), the membrane and the nucleus were the most frequent terms.

**Figure 6:**
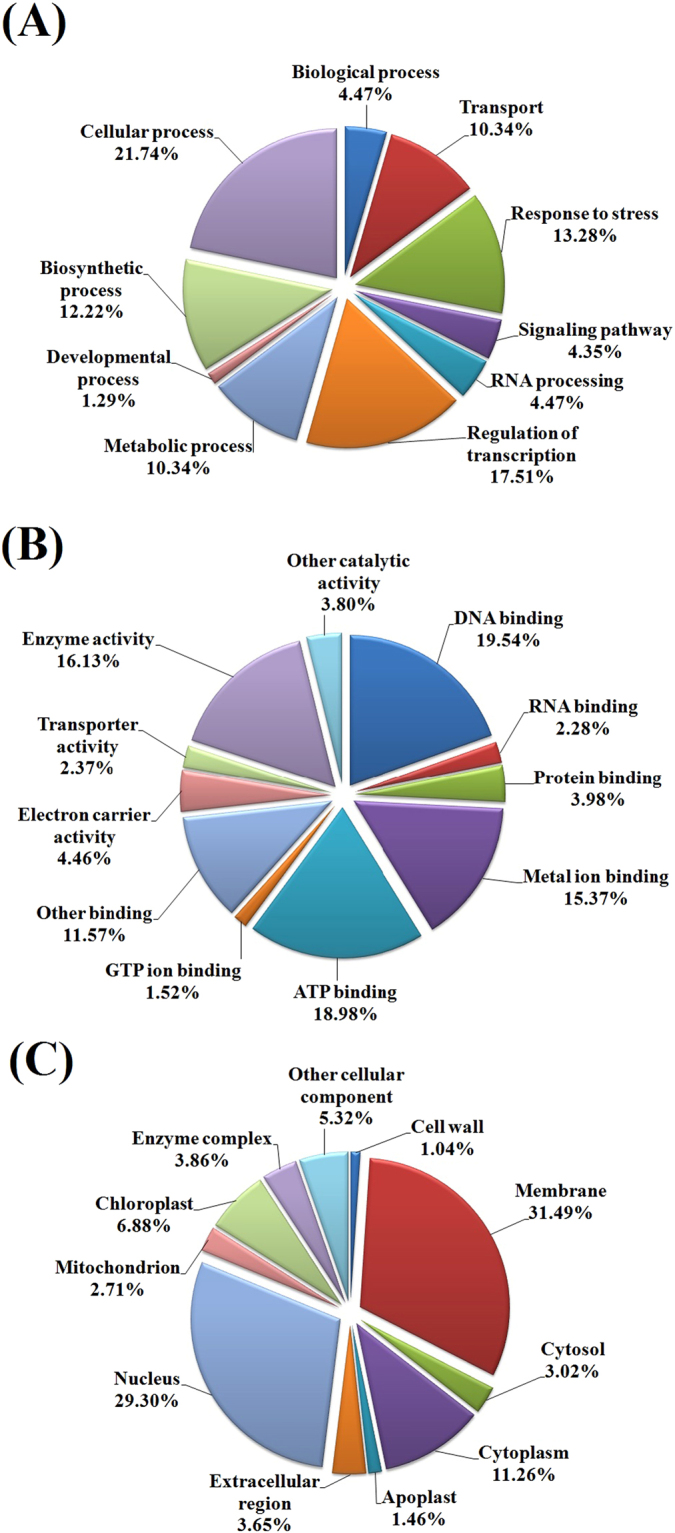
GO enrichment analysis of the predicted potential targets of differentially expressed miRNAs in *Camellia sinensis*. Categorization of the miRNA target genes into biological processes (**A**), molecular functions (**B**) and cellular components (**C**) was performed.

Pathway enrichment analysis was based on the KEGG database, and demonstrated that 23 conserved miRNAs and 93 novel miRNAs participated in 30 and 113 metabolic networks, respectively. These networks showed that the miRNA target genes were mainly involved in amino acid and nucleotide metabolism, followed by tyrosine and tryptophan biosynthesis, cell cycle, oxidative phosphorylation and other pathways (Supplementary Table S5 and Fig. 7).

**Figure 7:**
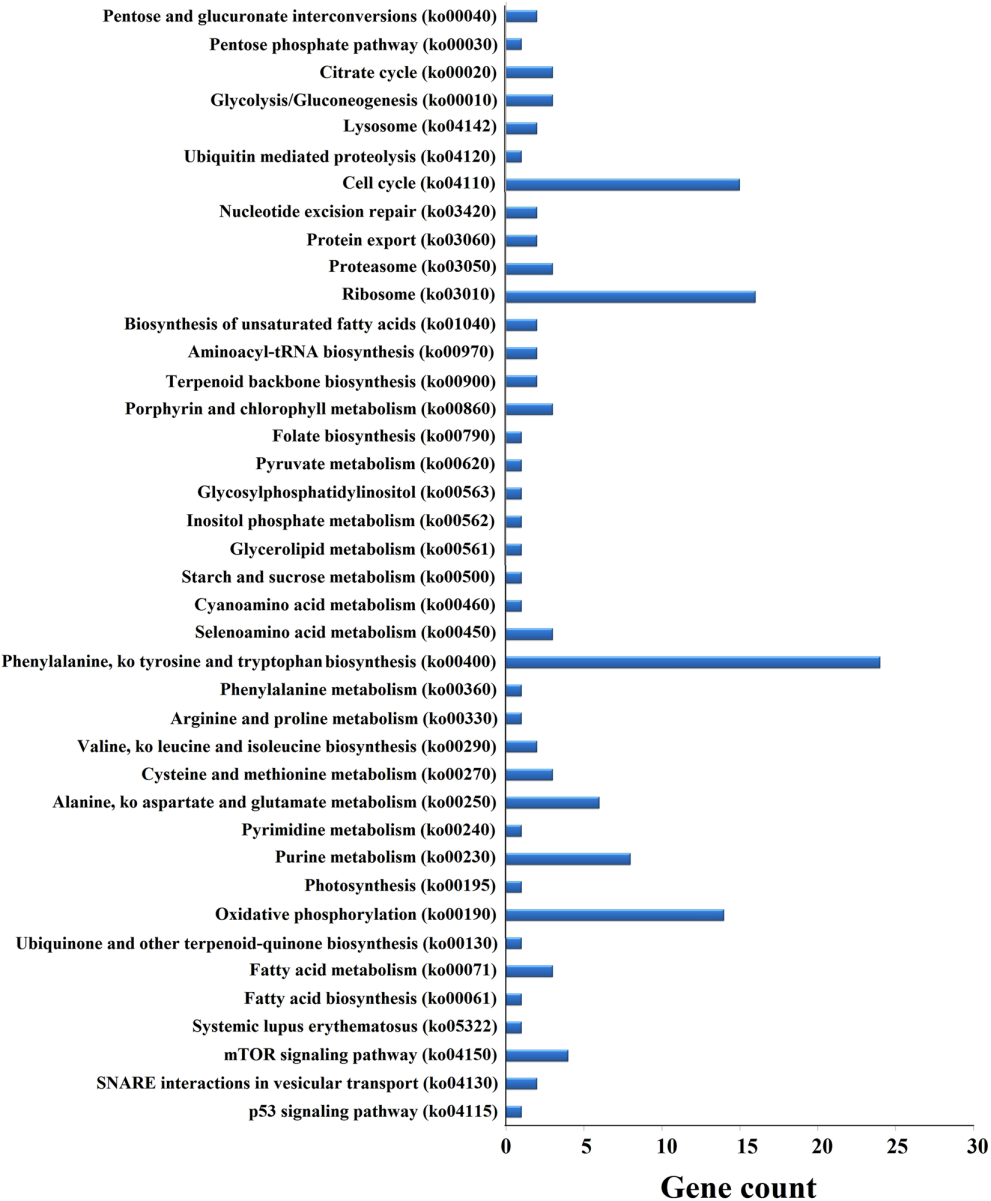
KEGG pathway analysis of the predicted potential targets of differentially expressed miRNAs in *Camellia sinensis*.

### Validation of miRNA expression with stem-loop qRT-PCR

To validate the expression profiles of the miRNAs obtained from the high-throughput sequencing, six GA-responsive miRNAs (csn-miRn244, csn-miR319c, csn-miR396a-5p, csn-miR396d-5p, csn-miR535c and csn-miR1511) were randomly selected for qRT-PCR analysis in tea plant leaves subjected to MW and treated with *E*. *oblique* OS at the initial concentration and OS at 5× dilution at various time intervals (3, 6, 9, 12, and 24 h). As shown in Fig. 8, the analysis of MW-treated tea leaves showed that these six miRNAs were showed lower levels of expression relative to the controls at the following time intervals: csn-miR319c at 3 h, csn-miR396a-5p at 6, 9 and 24 h respectively, csn-miR396d-5p at 3, 6 and 24 h respectively, csn-miR535c and csn-miR1511 at 3, 12 and 24 h respectively. Treatment of tea leaves with OS-initial concentration at 3 h showed that csn-miR319c, csn-miR396a-5p and csn-miR396d-5p had 0.41-, 0.47- and 0.43-fold expression levels, respectively, whereas csn-miRn244 showed 0.39- and 0.50-fold expressions at 12 and 24 h respectively. Similarly, in the OS-5× dilution treatment, four miRNAs showed a significantly decreased expressions at 3 and 6 h respectively: csn-miR319c, csn-miR396d-5p, csn-miR535c and  csn-miR1511. Whereas, the higher expression levels of csn-miR319c and csn-miR535c observed at 12 h with the OS-initial concentration. These results may indicate that these miRNAs play important plant stress response roles in tea by negatively regulating their corresponding target transcripts through translational inhibition or cleavage.

**Figure 8:**
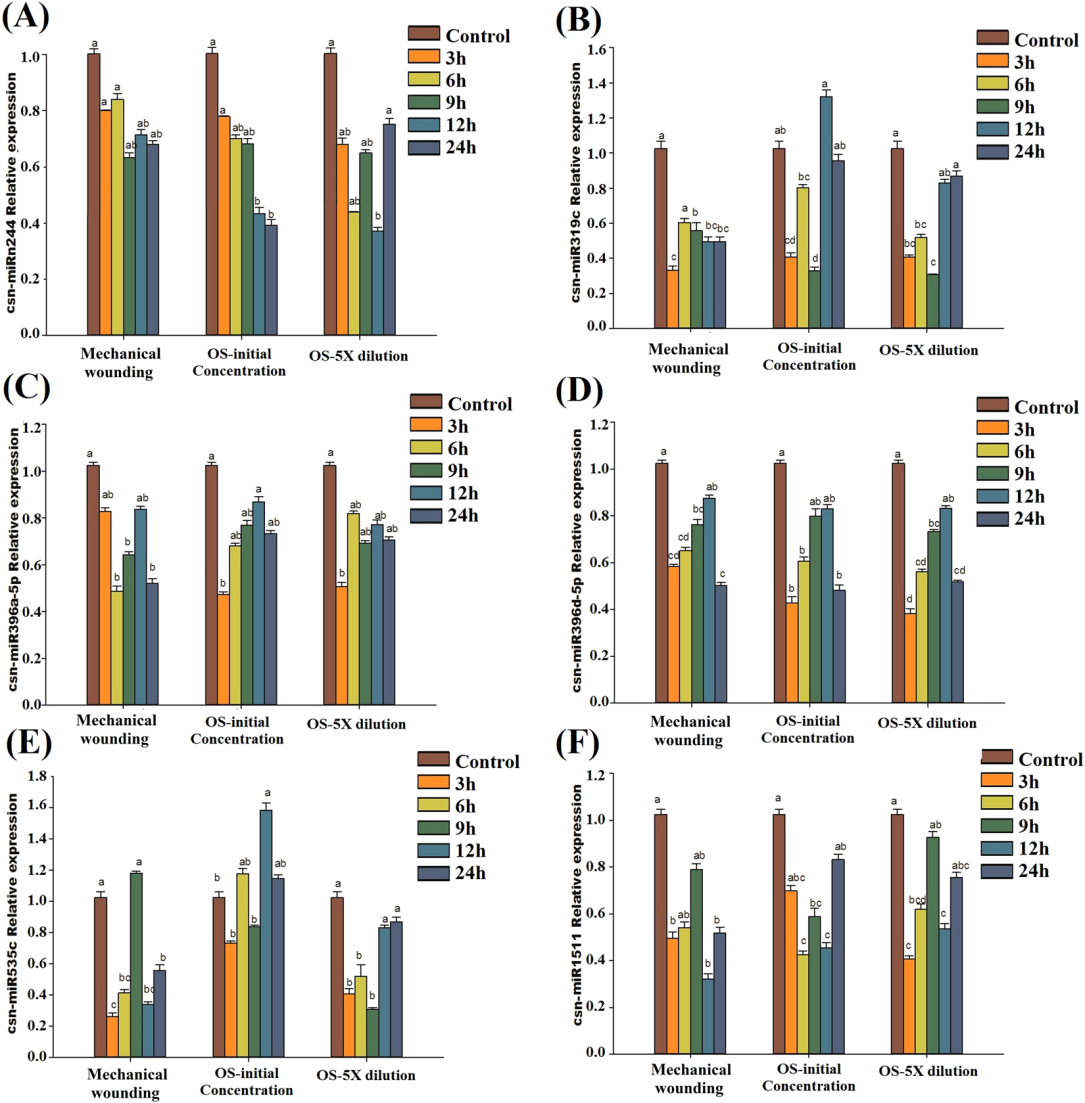
Relative expression levels of six miRNAs in *C*. *sinensis* leaves exposed to mechanical damage and *E*. *oblique* saliva (OS) at different time intervals by qRT-PCR: csnmiRn224 (**A**), csn-miR319c (**B**), csn-miR396a-5p (**C**), csn-miR396d-5p (**D**), csn-miR535c (**E**), and csn-miR1511 (**F**). The expression levels of miRNAs were normalized to that of U6. Relative expression was calculated using the 2^−ΔΔCT^ method. Data represent the means ± SD values (n = 3) of three biological samples. Different letters above bars represent significant differences at *P* < 0.05.

## Discussion

### Identification and pattern of length distribution of miRNAs in tea plant

Plant miRNAs are important regulators that play versatile biological functions such as development, environmental adaptation and stress tolerance. There are several recent studies describing miRNA expression in tea plant subjected to abiotic stresses, including cold and drought stresses^26–28^. However, there are few studies concerning the identification and expression of differential miRNAs under biotic stress, such as that caused by *E*. *oblique* which causes extreme damage to leaves. To understand the expression patterns of miRNAs and their potential biological fucntions in response to insect herbivory in tea plant, we assembled the miRNA expression profiles of the CK, GA, and MW libraries using high-throughput sequencing. As a result, a total of 130 conserved and 512 novel miRNAs were identified in the three libraries. We observed that most conserved and novel tea plant sRNA reads were 24 nt in length, followed by 21 nt, 23 nt and 22 nt reads (Table 2 and Fig. 1). The abundances of sRNA reads between 15 nt and 20 nt were not significant. Similar patterns of length distribution of sRNAs were also reported in several previous studies in tea plant^26–28^ and in several other plant species^31–33^.

### Differentially expressed miRNAs induced by oral secretion of *E*. *oblique*

Plant defense responses against pest attack were induced by two types of stimuli: mechanical wounding and oral secretion^18^. The MW/CK comparison identified 17 up-regulated and 51 down-regulated conserved miRNAs, as well as 33 up-regulated and 291 down-regulated novel miRNAs (Supplementary Tables S1, S2 and Fig. 4). To identify miRNAs solely induced by *E*. *oblique* OS, we evaluated the differential expression profiles of miRNAs in the GA/MW comparison. In total, 14 up-regulated conserved miRNAs belonging to 10 miRNA families and 22 down-regulated conserved miRNAs belonging to 17 miRNA families were identified, respectively (Fig. 4). Moreover, 96 up-regulated and 43 down-regulated novel miRNAs were identified in the GA/MW comparison, indicating that these miRNAs may also play significant roles in response to OS-induced stress. 

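The 15 analysed miRNAs above the log2 threshold of 2 in the GA/MW comparison belonged to 12 families, and the 41 below -0.5 to 28 families. These are all the miRNAs past the thresholds between GA and MW, whether or not they also differed from CK, which was not analysed here. When the reads of each family were summed, miR160, miR168, miR172, miR395, miR396 and miR399 were higher in GA and miR166, miR167, miR398, miR408 and miR535 were lower, of 48 families tested at an adjusted p under 0.05 by the exact binomial test. The miR167 and miR398 families did not pass with TMM factors (adjusted p = 0.300 and 0.0718, exact binomial test). Their log2 ratios were then -0.10 and -1.62, so that of miR398 stayed large. MiR167 turned to a log2 ratio of 0.08 when scaled by clean reads.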

Although some miRNAs were also induced by MW, expression of these miRNAs changed significantly in GA relative to both CK and MW treated leaves; therefore, these miRNAs were also classified as OS-inducible miRNAs.

Previous studies demonstrated that miR156g, miR167, miR172k and miR396 were up-regulated under cold and drought stresses in tea plant^26,28^. In *Arabidopsis*, miR156g, miR167, miR171 and miR396 were found to be up-regulated in response to salt stress^34^. Interestingly, some miRNAs of the same families (i.e. miR156, miR167, miR171, miR172 and miR396) were identifed in both up- and down-regulated groups (Supplementary Table S1); several previous studies had similar observations^35–37^. 

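By the thresholds, 4 families had analysed members in both groups. These were miR167 with 2 members up and 2 down, miR171 with 1 and 2, miR395 with 3 and 1, and miR396 with 1 and 1. The analysed members past a threshold were all down-regulated for miR156 (4 members) and miR172 (3 members). Those 4 miR156 members had 0 reads in GA and at most 2 in MW. Csn-miR156g, with 4 reads in GA and 1 in MW, lay just short of the upper threshold at a log2 ratio of 1.997. It was past it with TMM factors (2.05) and with clean reads (2.23). Apart from csn-miR395, the members past a threshold in miR167, miR171, miR395 and miR396 had at most 8.5 reads in a library. By the exact binomial test no family had called members in both directions. Of miR396, 2 members were higher in GA, and of miR167, 1 was lower.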

In this study, members of miR160, miR166, miR319, miR393 and miR2118 families were only down-regulated in the GA/MW comparison, and these miRNAs have been proven to be critial regulators in plant development and various stress responses. It is noteworthy that previous studies showed miR477 and miR395 were up-regulated under GA stress, but there was no consistent regulatory pattern under abiotic stress responses in tea plant^26,28^. Nevertheless, miR477 and miR395 families were found to be up-regulated under cold stress in *Populus* ^35^ and salt stress in maize^38^. This differential expression may reflect distinct miRNA functions in plant-herbivory interactions. In addition to conserved miRNAs, many novel miRNAs were identified as significantly up- or down-regulated in the GA/MW comparison, although little is known about their potential functions in plants. These findings may reflect the functions of different miRNAs in different tea plant-pest interactions, suggesting that these miRNAs have complex regultory functions in tea plant subjected to OS-induced stress.

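MiR166, which targets HD-ZIP III genes of leaf development, had 2 members below the threshold and none above it. These were csn-miR166a-5p with 0 reads in GA and 1 in MW and csn-miR166e with 2.83 and 5, both from the 5' arm. Csn-miR166j, with 2 and 0.5 reads, lay just short of the upper threshold at 1.997. The summed reads of miR166 were lower in GA with a log2 ratio of -0.35 (95% interval -0.38 to -0.32, adjusted p = 1.37e-103, exact binomial test). Scaled by clean reads this ratio was -0.12, still past the test. MiR160 had 1 member below the threshold, csn-miR160i with 1.5 reads in GA and 3.5 in MW. The summed reads of miR160 were 1.51-fold higher in GA (95% interval 1.17 to 1.94, adjusted p = 0.00596, exact binomial test). MiR393, which targets auxin receptor genes, had 2 members below the threshold and summed reads of 10.5 in GA and 14.5 in MW, which did not pass the test. The analysed miR2118 member had 0 reads in GA and 1 in MW. Csn-miR160i, csn-miR166e and csn-miR166j were picked after their values were seen, as members behind the counts or near the threshold.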

### OS-inducible miRNAs orchestrate defense response signaling pathways

The defense mechanisms induced by OS of insect herbivory in tea plant can be classified into four main pathways: receptor recognition, signals perception, signal transduction, and transcription factors and defense genes^18^. Based on our results, we prepared a schematic illustration of our hypothetical model for regulatory networks of OS-responsive miRNAs and their target genes in tea plant (Fig. 5). Various elicitors in oral secretions resulting from insect herbivory can enter into plants through wounds, and induce the resistance response in plants. These elicitors can be recognized by plant multiple receptors, such as Leucine-rich repeat receptor-like protein kinase (LRR-RLKs) and serine/threonine (Ser/Thr) protein kinase^18,39,40^, which in turn activate signal transduction pathways that regulate distinct resistance-gene expression systems and induce the plant to produce diverse defense metabolites^41^. Remarkably, our results showed that the LRR-RLKs can be targeted by a conserved csn-miR156a (down-regulated) and two novel miRNAs (up-regulated); in addition, Ser/Thr-kinase can be targeted by six novel miRNAs (three up-regulated and three down-regulated) (Fig. 5). These miRNAs may function by targeting LRR-RLKs and Ser/Thr-kinase receptors, thereby triggering Ca^2+^ influxes and Ca^2+^–binding protein activation through MAPK cascades, followed by a series of processes such as phytohormone and ROS biosynthesis pathways^18,42^.

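Csn-miR156a had a log2 ratio of GA over MW of -0.19 (95% interval -0.48 to 0.09) and did not pass the exact binomial test (adjusted p = 0.771). Scaled by clean reads the ratio was 0.04. The paper's Table S5 lists leucine-rich repeat receptor kinases as predicted targets of 3 analysed miRNAs, csn-miR156a, csn-miR390a-5p and csn-miR390c-5p, and 0 of the 3 passed the test.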

Studies have shown that Ca^2+^-related proteins are involved in modulating plant defense responses against insect herbivory^18,42^. During the process of signal perception, the conserved csn-miR396d-3p and four novel miRNAs were up-regulated, along with the down-regulation of three novel miRNAs (Fig. 5); these targeted genes encoding calcuim-binding protein (CBP). Liu *et al*.^28^ found that two Ca^2+^-signaling-related kinase genes were targeted by two miRNAs (miR8762d and miR2586a) in tea plant. Our findings indicate that these miRNAs are likely involved in signal transduction under OS-induced stress in *C. sinensis*. ROS production is an essential component of plant stress responses, which are implicated in herbivory-induced responses in plants^39,43^. Evidence also showed that ROS-related enzymes such as peroxidase (POD), superoxide dismutase (SOD), glutathione S-transferases (GST) and ascorbate peroxidase (APX) could cause damage to insect cells and tissues^18,44^. Notably, APX, POD, and GST were identified to be potential targets by 2, 1, and 6 novel miRNAs, respectively, in this study (Fig. 5).

Protein kinases with phosphorylation activity play critial roles in environmental signal perception, transduction and amplification. It is well-established that MAPKs and CDPKs act as critical regulators by modulating multiple defense responses in plant disease resistance^45,46^. Consequently, we observed that MAPKs were targeted by four up-regulated miRNAs and two down-regulated miRNAs (including the conserved miR396t); CDPKs were targeted by one up-regulated miRNA and one down-regulated miRNA (including the conserved miR172f) (Fig. 5). This finding suggests that miRNAs are involved in protein kinase induced signal events, thereby triggering the miRNA-mediated defense responses. 

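Csn-miR396t, which the paper predicts to target a mitogen-activated protein kinase, had 0 reads in GA and 0.5 in MW, so no fold is given. Csn-miR172f, which the paper predicts to target a calcium-dependent protein kinase, had 1 read in GA and 5 in MW. Its log2 ratio of -2.32 had a 95% counting interval from -7.89 to 0.84 and did not pass the exact binomial test (adjusted p = 0.652).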

Overall, the miRNAs may function by regulating Ca^2+^-related protein genes, protein kinase genes, or ROS-related genes, thereby inducing multiple defense responses against OS-induced stresses in tea plant.

### OS-inducible miRNAs targeting transcription factors involved in defense responses

Transcription factors function as master switches which can control the expression of genes, and regulate various aspects of plant development and responses to biotic and abiotic stresses^47^. It is well known that transcription factors are the predominant targets of miRNAs both in animals and plants^48^. Unsurprisingly, most of *E*. *oblique*-inducible miRNAs target transcription factors such as csn-miR156/SPL, csn-miR160/ARF, csn-miR164/NAC, csn-miR169/NFY, csn-miR171/bHLH, csn-miR172/ERF, csn-miR319/TCP, csn-miR396/GRF and csn-miR828/MYB (Fig. 5 and Supplementary Table S5). Among them, miR156, miR164, miR171, miR172, miR319 and miR828 were also identified as being specifically induced by OS of insect herbivory^31^. 

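The families miR156 and miR535, known to target *SPL* genes, had 12 members of either precursor arm with reads, of which 2, csn-miR535a and csn-miR535c, were lower in GA, 0 were higher and 10 did not pass the exact binomial test (the same 2 lower when adjusted over the list alone). Their median log2 ratio was -0.22 over the 5 members with at least 10 reads, the 25.7th percentile of random lists of matched expression, and it turned to 0.0131 when scaled by clean reads and was -0.68 over members with at least 1 read. Of the 4 members of miR172, a family known to target *AP2*-like genes, 1 was higher in GA, csn-miR172b (1 when adjusted over the list alone). The miR171 family, known to target GRAS genes, had 7 members with reads and miR169, known to target *NF-YA* genes, had 4, and 0 of them passed (0 when adjusted over the list alone). The MYB-targeting group had 1 member, csn-miR828a, and it did not pass. The 5 members of miR482, miR2118 and miR1507, families known to target NBS-LRR resistance genes, had 8 reads in GA and 11.5 in MW and 0 passed (0 when adjusted over the list alone). Csn-miR164b, predicted by the paper to target NAC genes, had 38.5 reads in GA and 25.5 in MW (log2 ratio 0.59, 95% interval -0.17 to 1.36) and did not pass. By the paper's predicted targets in Table S5, growth-regulating factors were targets of 2 analysed miRNAs, of which 1 was higher in GA, and auxin response factors of 3, of which 1 was higher and 2 had no reads. Genes annotated as disease resistance were predicted targets of 7, of which 1, csn-miR172b, was higher in GA, 5 did not pass and 1 had no reads. Counts of whole lists and percentiles describe these 2 libraries, since the members are not replicates.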

Bozorov *et al*.^31^ found that miR160, miR167 and miR396 were induced by MW stress, but not by OS of insect herbivory. However, miR160 and miR167, which target *ARF10* and *ARF8*, respectively, were up-regulated in response to salt stress and were down-regulated in response to *H*. *schachtii* infection^37^. miR396 is a negative regulator of mitotic cell division via the down-regulation of GRF genes, which were found to be responsive to various abiotic stresses including high salinity, drought, cold, and many biotic stressors such as bacteria and fungi^37,49^. 

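The summed reads of the 7 analysed miR396 members, without csn-miR396d-5p, were higher in GA with a log2 ratio of 0.46 (95% interval 0.43 to 0.49, adjusted p = 8.13e-219, exact binomial test). The summed reads of miR167 were lower in GA with a log2 ratio of -0.15 (95% interval -0.27 to -0.03, adjusted p = 0.0493, exact binomial test), and this turned to 0.08 when the libraries were scaled by clean reads. Of the analysed miR396 reads in GA, 22888 of 23016.6 were those of csn-miR396a-5p, for which the paper's array gives signals of 243 in GA and 850 in MW. The array thus had the other direction, with 0.553 of the CK signal in GA and 1.94 times it in MW. The paper's array p for this miRNA, 0.229 in GA against CK and 0.371 in MW against CK, does not test GA against MW. Of the 21 members with reads of miR160, miR167, miR390 and miR393, families of the auxin pathway, 1 was higher in GA, 2 were lower and 18 did not pass (1 and 2 when adjusted over the list alone). One of the lower members, csn-miR390a-3p, comes from the 3' arm, opposite to the arm known to act in this pathway. Their median log2 ratio was 0.04 over 12 members with at least 10 reads, the 28.1st percentile of random lists of matched expression, and it was 0.27 when scaled by clean reads and turned to -0.0500 when scaled by the sum of conserved reads. Of the 18 members of miR164, miR166, miR319 and miR396, families known to target transcription factors of leaf development, 2 were higher, 2 were lower and 14 did not pass (2 and 2 when adjusted over the list alone), with a median of 0.52 over 10 members, the 92.1st percentile. These counts and the median take members of either precursor arm, and the higher csn-miR396a-3p is not among the miRNAs for which the paper's Table S5 predicts growth-regulating factors.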

Interestingly, we observed that csn-miR160, csn-miR167 and csn-miR396 are also significantly induced in the GA/MW comparison, suggesting that they may play critical and versatile roles in response to MW- and OS-induced stresses in tea plant.

In *Arabidopsis*, miR156 and miR164 were induced by infection with the *TYMV p69* virus, and were also induced in transgenic *Arabidopsis* plants expressing the viral silencing P1/HC-Pro^50^. Similarly, miR156, miR160 and miR164 were induced after viral infection in tabacco^51^. It is well-described that miR156 mainly targets SBP-box genes and miR164 mainly targets NAC genes; SBP-box genes and NAC genes were found to be involved in various biotic and abiotic stresses^52–54^. There is also evidence that miR156 and miR172 mediate ERF regulation under salt stress in radish^55^. We found that csn-miR156g, csn-miR156f, and csn-miR172g-5p targeted ERFs, which may activate defense-related genes through the ethylene pathway^56^ (Fig. 5 and Supplementary Table S5).

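Csn-miR156g had 4 reads in GA and 1 in MW, a ratio of 3.99 with a 95% counting interval from 0.395 to 197, and did not pass the exact binomial test (adjusted p = 0.898). Csn-miR156f had 0 reads in GA and 1 in MW, so no fold is given. The paper's Table S5 predicts ethylene-responsive transcription factor targets for both.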

TCP transcription factors are the main targets of miR319, which positively regulate jasmonate (JA) biosynthesis^57^. miR319 is one of the best-studied miRNAs, which is involved in plant leaf development^57,58^, and abiotic stresses^59–61^. Remarkably, a previous study demonstrated that the miR319/TCP4 module affected JA synthetic genes and the endogenous JA level in leaves, thereby mediating root-knot nematode (RKN) resistance in tomato^62^. Our results indicated that csn-miR319c was significantly down-regulated under both GA and MW stresses based on HTS and qRT-PCR, suggesting that this miRNA may play an important role in the fine-tuning regulation of JA biosynthesis when the tea plant is attacked by herbivory^63^. Thus, csn-miR156, csn-miR172 and csn-miR319 might be involved in cross-talk among biotic stress pathways related to *C*. *sinensis*.

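Csn-miR319c had 6.25 reads in GA and 8.33 in MW. By the paper's log2 ratios to CK it was at -1.59 in GA and -1.17 in MW, the direction that the paper describes. The log2 ratio of GA over MW was -0.42 (95% interval -2.22 to 1.30) and did not pass the exact binomial test (adjusted p = 0.946). That test does not bear on the change of either library from CK.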

MYB is a well-described and large family of transcription factors in plants, which are involved in the regulation of a wide range of molecular events such as cell cycle, hormone regulation, and stress-related responses^64^. In *N*. *attenuata*, a JA-induced MYB transcription factor, *NaMYB8*, is involved in plant defense against herbivory and phenylpropanoid biosynthesis^65,66^. In addition, Bozorov *et al*.^31^ found that Nat-miR828 targeting of MYB was increased by both MW and GA treatments. Nevertheless, our results showed that csn-miR828a (which also targets a MYB transcription factor) was decreased significantly in the GA/MW comparison (Fig. 5). Thus, different members of the miR828 family may be identified in *N*. *attenuata* and in tea, but this differentiation needs to be further elucidated. bHLH is another large transcription factor family in plants, which play versatile roles in plant development and especially in plant-defense responses. 

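Csn-miR828a had 2 reads in GA and 6 in MW. The ratio of 0.333 had a 95% counting interval from 0.0328 to 1.86, with p = 0.179 before adjustment and an adjusted p of 0.771 in the two-sided exact binomial test.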

The interaction between MYB and bHLH controls multiple enzymatic steps in the flavonoid (anthocyanin and proanthocyanidin) biosynthesis pathway, phytochrome A (phyA) signaling, and activation of abscisic acid (ABA)-inducible gene expression; it also regulates defense-related secondary metabolite production, such as glucosinolate biosynthesis^67^. In this study, 10 miRNAs targeting bHLH genes were identified, including one conserved (csn-miR171q) and 7 novel miRNAs (up-regulated), and two novel down-regulated miRNAs (Supplementary Table S5 and Fig. 5). These miRNAs may regulate the combinatorial interaction between MYBs and bHLHs, and thereby regulate defense-related secondary metabolite production in tea plant. Furthermore, other conserved miRNAs and a large number of novel miRNAs were also differentially expressed in the GA/MW comparison (Supplementary Table S5 and Fig. 5). 

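Csn-miR171q had 1 read in GA and 0 in MW, too few to pass the exact binomial test. Both values lie at or under the floor of 3 counts, so no fold is given, and the exact binomial test gave an adjusted p of 1.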

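The miR395 family, known to target sulfate transport and assimilation genes, had 224.5 reads in GA and 36 in MW and was 6.22-fold higher in GA (95% interval 4.29 to 8.88, adjusted p = 4.60e-33, exact binomial test). Of its 4 members with reads, 1 was higher, 0 were lower and 3 did not pass (1 higher when adjusted over the list alone). By the paper's log2 ratios to CK, csn-miR395 was at -0.16 in GA and -2.82 in MW, so the difference lies mostly in a low MW value. Among the 5 phosphate-responsive miRNAs (miR399 and miR827), 2 were higher, 0 were lower and 3 did not pass (2 when adjusted over the list alone). The miR399 family had 89.5 and 45.5 reads and was 1.96-fold higher (95% interval 1.35 to 2.85). Its called members csn-miR399c and csn-miR399d were below the paper's CK, with log2 ratios of -1.43 and -1.05 in GA and -2.38 and -2.82 in MW. Of the 4 copper-responsive miRNAs with reads (miR397, miR398 and miR408), csn-miR408 was lower in GA, 0 were higher and 3 did not pass (2 lower when adjusted over the list alone). The miR398 family, which targets copper superoxide dismutases, had 6 reads in GA and 19 in MW and a log2 ratio of -1.67 (95% interval -3.28 to -0.28, adjusted p = 0.0446, exact binomial test). Scaled by clean reads, its log2 ratio was -1.43 and did not pass (adjusted p = 0.0960, exact binomial test). Of the 6 members of miR162, miR168 and miR403, families known to target the silencing machinery, 1 was higher in GA, 0 were lower and 5 did not pass (1 when adjusted over the list alone). The higher one was csn-miR168a, from the 3' arm, while csn-miR168b, from the 5' arm known to target *ARGONAUTE1*, had 7 reads in GA and 4 in MW and did not pass (named after its values were seen). The miR535 family was lower in GA with a log2 ratio of -0.64 (95% interval -0.75 to -0.53). Csn-miR1511 had 34.5 reads in GA and 45.3 in MW and did not pass.

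**Figure D2:**
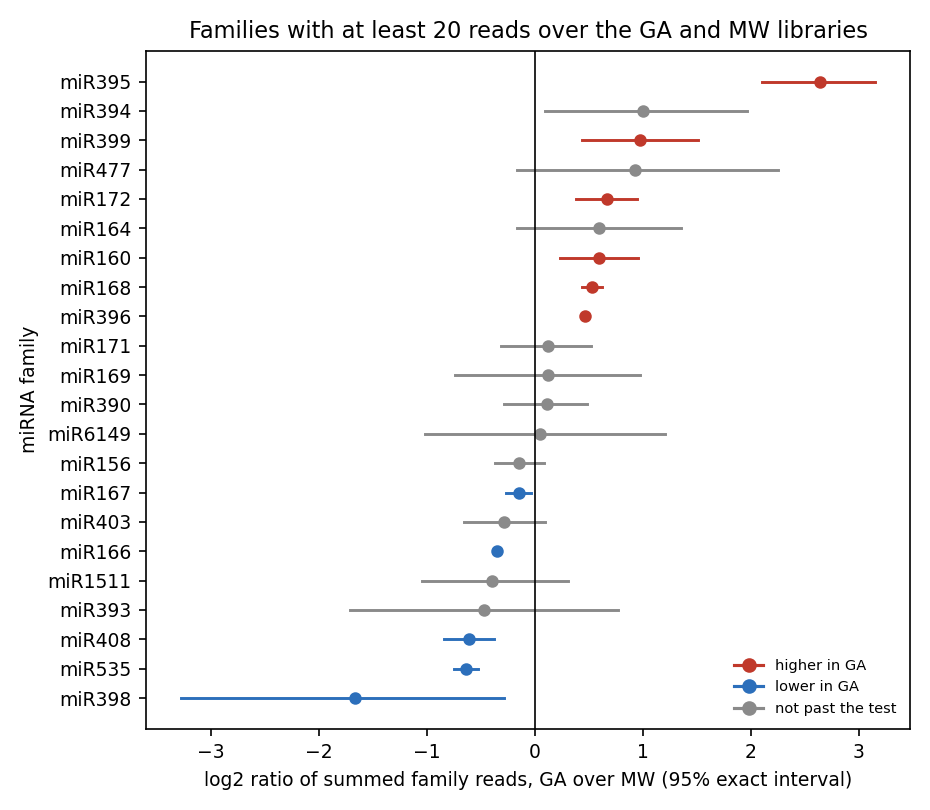
The log2 ratio of summed reads in GA over MW (x axis) for the 22 families with at least 20 reads over both libraries (y axis), with points for the ratio and lines for the 95% exact interval, which covers counting error only. The miR395 family lies farthest to the right at 2.64 and miR398 farthest to the left at -1.67. The miR167 and miR156 points cross to the other side of 0 when scaled by clean reads.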

Although a detailed description on the expression patterns and their potential functions of these miRNAs is lacking, they are likely to play critical roles in response to herbivory attack, and it is of interest to elucidate their potential functions.

## Conclusion

A large number of small regulatory RNAs were characterized as both conserved and novel miRNAs; many target genes of these miRNAs were predicted and functionally annotated. These genes were mainly from plant-specific transcription factor families with important functions in plant development and stress responses. Identical and differential miRNAs associated with mechanical and *E*. *oblique*-induced stress were identified, along with their target genes, which may play significant roles in the regulation of stress responses. A hypothetical model of OS-induced miRNA regulatory pathways and their target genes in tea plant were derived from the data and illustrated schematically (Fig. 5). The identification and characterization of these miRNAs will help uncover the molecular mechanisms of stress resistance to herbivores in tea plant.

## Methods

### Plant growth conditions and stress treatments

The tea plant samples (*Camellia sinensis* L. var. Shuchazao) were collected from the tea plantation at Anhui Agricultural University, Hefei, China. Clone cuttings from 3-year-old tea plants were cultured in pots (30-cm diameter, 35-cm height) and grown in a green house maintained at 23 ± 3 °C with 65 ± 5% room humidity and a 16/8 h (day/light) photoperiod. The experimental plants were irrigated once per day, fertilized once per month, and covered with gauze to prevent interference from other insects. Healthy Shuchazao cuttings with uniform growth (25−30 cm in height) were used for our experiments.

For the insect feeding treatments (GA), tea geometrids (*E*. *oblique*) in the 3^rd^ larval stage were starved for 8 h, and then 20 individuals were placed onto each tea plant (on a leaf at the same position on each plant); *E*. *oblique* were removed from the tea plant after one third of the leaves were consumed^68^. For mechanical wounding (MW), tea leaves were damaged with autoclaved scissors to remove a similar amount of leaf tissue at a similar position as in the insect-feeding treatment. Leaves from the non-treated tea plants (CK) were used as controls. All treated and control leaves were collected at 3, 6, 9, 12 and 24 h after treatments; they were immediately frozen in liquid nitrogen and then stored at −80 °C for further use.

### sRNA library construction and sequencing

Total RNA was extracted from the leaves of CK, GA and MW tea plants using a total RNA purification kit (NorgenBiotek Corporation, Canada) according to the manufacturer’s instructions. The quantity and purity of the total RNA were determined with a Bioanalyzer 2100 (Agilent, CA, USA) and the RNA 6000 Nano LabChip Kit (Agilent, CA, USA) with RIN number >7.0. Three small RNA libraries were constructed according to previously reported procedures^69,70^. Briefly, small RNA fragments ranging from 18 to 30 nt in length were excised and purified from the gel, and subsequently ligated to Solexa adaptors at each end by T4 RNA ligase. Afterwards, the adapter-ligated small RNAs were reverse transcribed to cDNA with Super Script II Reverse Transcriptase (Invitrogen), and the sRNA libraries were then sequenced with the Solexa sequencing technology using an Illumina GAIIX system provided by LC Sciences (Houston, TX, USA). The generated sRNA library sequences have been deposited in the NCBI Gene Expression Omnibus (GEO, accession number: GSE98474).

### Bioinformatics analysis of the sequencing data

The raw read sequences obtained from the Illumina GAIIX system were processed according to the procedures described in a previous study^71^ by LC Sciences. In brief, the raw reads were filtered using the Illumina pipeline filter (Solexa 0.3), and then further processed with an in-house program, ACGT101-v4.2-miR (LC Sciences, Houston, Texas, USA), to remove adapter dimers, junk, low complexity reads, common RNA families (rRNA, tRNA, snRNA, snoRNA) and repeats. Unique sequences ranging from 18 to 26 nt in length were mapped with *C*. *sinensis* reference sequences, including tea genome scaffolds and contigs from whole-genome shotgun sequencing and assembly, tea transcriptome sequences from the NCBI Sequence Read Archive (SRA, GenBank accession no. SRR1979118), EST sequences, genomic survey sequences (GSS’s) and nucleotide sequences downloaded from the GenBank nucleotide databases at NCBI (http://www. ncbi.nlm.nih.gov). The mapped sequences were aligned against known plant miRNAs from a publicly available database (http://www.mirbase.org, release 21)^17^, and BLAST searches were used to identify known miRNAs with no more than two mismatches. The sequencing reads failing to match any known miRNAs in miRBase were further analyzed to identify any novel miRNAs based on the characteristic hairpin structures of miRNA precursors according to the criteria for novel miRNAs^72^. The stem-loop secondary structures of candidate miRNA precursors were predicted using the RNAfold program as previously described by Zuker^29^. The expression abundance of miRNAs (conserved and novel) in the three libraries was normalized to one million using the following normalization formula: normalized expression = original counts of miRNA/total count of clean reads ×1,000,000. The fold changes in stress-regulated miRNAs were calculated as the log_2_ values (GA or MW normalized reads/control normalized reads), as reported earlier^73^. Positive log_2_ (≥2) and negative log_2_ (<−0.5) values at *P* ≤ 0.05 were used as the thresholds to identify up-regulated and down-regulated miRNAs, respectively, under GA and MW stress^74^.

### miRNA microarray analysis

The miRNA microarray analysis was performed by LC Sciences, Houston, Texas, USA. Briefly, total RNA (5 µg) extracted from the GA, MW and CK plants was used as the starting material for microarray hybridization (three biological replicates were used). RNAs were size-fractionated using the YM-100 Microcon centrifugal filter (Millipore, Bedford, MA, USA). The fractionated sRNAs (<30 nt) were extended with a poly (A) tail at the 3′ end using poly (A) polymerase and ligated to an oligonucleotide tag for subsequent fluorescent dye staining. A total of 642 probes representing all the predicted miRNAs from high-throughput sequencing were spotted onto each chip. Each chip was manufactured using three replicates per miRNA probe. The miRNA probe sequence consisted of a chemically modified nucleotide code designed to be fully complementary to the cognate target miRNA. Chip hybridization was performed using a microcirculation pump (Atactic Technologies). The hybridization melting temperature of 34 °C was made uniform by chemical modifications of the detection probes. The hybridization experiment was performed using 100 μL of hybridization buffer containing 6× SSPE (0.90 M NaCl, 60 mM Na_2_HPO_4_ and 6 mM EDTA [pH 6.8]) and 25% formamide. Hybridized arrays were read with a laser scanner (GenePix 4000B; Molecular Device, Sunnyvale, CA, USA), and the images were digitized with the Array-Pro image analysis software (Media Cybernetics, Silver Spring, MD, USA). During data analysis, the background was subtracted and signal normalization was performed using the LOWESS program. Spots of intensity that were less than three-fold that of the background standard deviation, and with a spot coefficient of variation (CV) greater than 0.5 were removed. CV was calculated as the standard deviation/signal intensity. To minimize noise and to improve accuracy, some probes with low abundances (signal values < 100) were not included in the variance analysis. Signal values below the background average (<32) were considered to indicate non-expression.

### Target gene prediction

To predict the potential target genes of miRNAs, we used Target Finder resources (http://www.danforthcenter.org/scientists-research/principal-investigators/james-carrington/) against the transcriptome sequence data of *C*. *sinensis* deposited in the NCBI Sequencing Read Archive database under accession number SRR1979118. The predicted target genes were evaluated based on the complementarity scores and maximum expectation according to Bo and Wang^75^.

### GO and KEGG analysis

To better understand the function of the target genes and their corresponding metabolic networks during GA and MW stress in tea plant, functional annotations of each target gene was performed using the GO and KEGG pathway database. The predicted targets were annotated based on sequence similarity by performing a BLASTX search against the GO protein database. Furthermore, target genes were categorized according to function under biological processes, molecular functions and cellular components using GO analysis. The enriched metabolic pathways or signal transduction pathways of potential miRNA target genes were validated using KEGG enrichment analysis to enrich the KEGG terms according to Zhang *et al*.^69^.

### Validation of miRNAs using stem-loop qRT-PCR

To validate the predicted mature known and novel miRNAs in this study, we used stem-loop qRT-PCR^76^. The stem-loop RT primers consisted of 44 conserved and 6 variable nucleotides that are specific to the 3′-end of the miRNA sequences (5′-GTC GTA TCC AGT GCA GGG TCC GAG GTA TTC GCA CTG GAT ACG ACN NNN NN-3′). Forward primers, composed of six nucleotides at the 3′-end of the stem-loop RT primer that were complementary to the 3′-end of the miRNA, were designed for each individual miRNA according to Varkonyi-Gasic *et al*.^77^, and 5′-GTG CAG GGT CCG AGG TAT TC-3′ was used as the reverse primer. U6 (a small noncoding RNA) was used as an internal control. Detailed information about the primers used in this study is presented in Supplementary Table S6.

Total RNA was isolated from tea leaves subjected to MW, treated with the initial concentration of *E*. *oblique* oral secretion (OS) and 5× diluted concentration of OS (OS-5×); isolation was performed with the total RNA purification kit (NorgenBiotek Corporation, Canada) according to the manufacturer’s protocol. cDNA was synthesized in a volume of 20 μL containing 500 ng of total RNA, 4 μL 5× PrimeScript buffer, 0.5 μL M-MLV reverse transcriptase (Takara, Dalian, China), and 1 μL stem-loop RT primer (1 μM). After pre-denaturation at 65 °C for 5 min, the mixture was incubated on ice for 2 min, and then, the RT reaction was performed for 30 min at 16 °C, followed by 60 cycles of 30 °C for 30 s, 42 °C for 30 s and 50 °C for 1 s, and a final hold at 85 °C for 5 min.

qRT-PCR was performed on the CFX96 real time detection system (Bio-Rad, Hercules, USA) using a SYBR Premix Ex TaqTMII kit (Takara, Dalian, China). The final volume was 25 μL, and it contained 2 μL cDNA, 8.5 μL ddH_2_O, 12.5 μL SYBR Premix Ex TaqTMII, 1 μL specific forward primer (10 μM) and 1 μL universal reverse primer (10 μM). The reaction was incubated at 95 °C for 5 min, followed by 40 cycles of 95 °C for 5 s and 60 °C for 10 s. U6 was used as an internal reference. The same reaction conditions were used for the no-template controls and RT-minus controls. All reactions were performed in three technical replicates. The relative expression of miRNA for validation of the predicted miRNAs was calculated using the 2^−ΔΔCt^ method^78^. Three biological replicates of all samples were analyzed.

### Data availability

The sequences from the small RNA library have been deposited in the Gene Expression Omnibus (GEO) database, the accession number is GSE98474 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE98474). The transcriptome sequence data of *C*. *sinensis* was deposited in the NCBI SRA database with accession SRR1979118.

## Electronic supplementary material

Dataset 1 Table S1.Summary of conserved miRNAs from small RNA libraries

Dataset 2 Table S2. Summary of novel miRNAs from small RNA libraries

Dataset 3 Table S3. Expression patterns of conserved and novel miRNAs identified in CK-Vs-GA

Dataset 4 Table S4. Expression patterns of conserved and novel miRNAs identified in CK-Vs-MW

Dataset 5 Table S5. Potential target transcripts of differentially expressed conserved and novel miRNAs in Camellia sinensis

Dataset 6 Table S6. List of tea miRNAs and primer sequences used for stem loop qRT-PCR analysis

How the deposited data were processed for this re-analysis (not part of the article)

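Small RNAs of tea leaves were sequenced after attack by *E*. *oblique* larvae (GA) and after mechanical wounding (MW). There was 1 library per treatment, each pooled over the 5 times 3, 6, 9, 12 and 24 h, so groups had no replicates. The CK library was not analysed here, and its values in the text are those of the paper's Table S1. In the paper's methods, reads passed the Solexa pipeline filter (version 0.3), were cleaned with ACGT101-miR (version 4.2), mapped to tea genome scaffolds, transcripts and other tea sequences, and matched to plant miRNAs of miRBase (release 21).

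For conserved miRNAs, the authors' deposited table held for each library a raw read number, which was not whole for 54 miRNAs and was therefore treated as an expected count. It also held a normalized signal, which the authors computed from the raw reads. By the table itself this signal was the raw reads times 1.17 in GA and 1.18 in MW, with 0.01 in place of 0. The ratio of the GA to the MW signal and its log2 were the authors' own columns of the deposited table and were used only for counts at the paper's thresholds (2 and -0.5) or beyond 4 and for values named as those of the authors' deposited table. The table analysed held 123 of the paper's 130 conserved miRNAs, and 0 columns of measured values were left unused. Columns of the table were matched to the libraries by their GA and MW names.

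From the raw reads, rounded to the nearest whole number, each miRNA and each family was tested with a two-sided exact binomial test of its GA reads against the share expected from the authors' scaling. P-values were adjusted by Benjamini-Hochberg over the 115 miRNAs or 48 families with at least 1 read, and an adjusted p under 0.05 was called. The test compares the reads of the 2 libraries and cannot separate a treatment from any other difference between them. MiRNAs with very few reads could not pass, since even 5 reads in GA and 0 in MW gave p = 0.0625 before adjustment in this exact binomial test. Intervals are 95% Clopper-Pearson intervals, and no fold is given against a count of 0 or where both counts are at or under a floor of 3. Reads carried no molecular identifiers, so intervals and floors cover counting error only. The depth was 43648.5 reads of the analysed conserved miRNAs in GA and 40973.8 in MW, and sums of conserved reads cover only these miRNAs. On 200 simulated pairs of these 123 miRNAs, 32% of miRNAs changed by 1.5-fold, 48.6% at 2-fold and 77% at 4-fold were called, and 0.105% of unchanged ones. Changes were placed only in the 47 miRNAs with at least 10 reads over both libraries, and counts varied by counting error only. The unchanged ones included miRNAs with 0 reads, which cannot be called, so 0.105% is not a rate of false calls in real libraries.

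MiRNAs were named by a written rule, though not every miRNA that meets it is named in the text. The rule takes every conserved miRNA named by the paper's text or Fig. 5, and up to 10 of the highest and 10 of the lowest ratios among those past the test. It also takes the 10 with the highest mean signal, and members with at least 20 reads of 12 lists of plant families. Csn-miR390a-5p is outside the rule and is named for its predicted receptor kinase target. The lists were sulfate-responsive, phosphate-responsive, copper-responsive, *SPL*-targeting, *AP2*-targeting, auxin pathway, leaf development, GRAS-targeting, NF-YA-targeting, MYB-targeting, NBS-LRR-targeting and silencing machinery. A list of insect-conserved families, written as a check for RNA of the larvae, had 0 members among the analysed miRNAs, which says nothing of larval RNA because the table was built from matches to plant miRNAs. The read numbers of the paper's Table S1 had been seen when this rule and these lists were written, before the deposited table was opened. The lists were made by family and hold members of either precursor arm, which need not share the family's known targets. A list median was taken over members with at least 10 reads, with 0.5 read added to each library, and its percentile came from 10000 random lists matched on mean expression.

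Alternatives were the scaling of the libraries (clean reads, sum of conserved reads, sum without the most abundant miRNA, edgeR's TMM, DESeq2's median of ratios), minimum reads, rounding, other replacements of 0, other thresholds, and a change of at least 1 on the log2 scale, list members with at least 1 read, and edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 were used. No genome or gene annotation was used.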

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

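All tests of explanations in this part were chosen after the values were seen. The tests for GC content and for variation between libraries were also rewritten after their values were seen, the one for GC content 2 times. In its earlier form, csn-miR395 lay 3.05 residual SDs above the line, against a limit of 3, and a stricter form on the lower bound of its ratio did not reach that limit. The 7 miRNAs listed here passed the exact binomial test between the GA and MW libraries with more than 3 reads in each, and the paper's text and Fig. 5 do not name them as single members, although the text discusses the families miR167, miR172, miR395 and miR396 and lists miR399. Csn-miR395 had a log2 ratio of GA over MW of 2.66, csn-miR399d of 1.77, csn-miR396a-3p of 1.00, csn-miR399c of 0.95 and csn-miR172b of 0.76. Csn-miR408 had a log2 ratio of -0.61 and csn-miR167d-5p of -0.39. Csn-miR167d-5p did not pass when scaled by clean reads.

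The higher reads of csn-miR395 in GA were weighed against technical explanations. Over the 6 scalings of the libraries its lowest log2 ratio was 2.57. These scalings moved every ratio by no more than -0.09 to 0.23, so this check could hardly have failed. It shows only that none of the scalings tried accounts for the ratio. A division of reads between family members is argued against by the summed family, whose lower 95% bound was 2.10 on the log2 scale. For a trend with the GC content of the mature sequence, a line over 46 other miRNAs gave csn-miR395 a log2 ratio of 0.11. Its ratio after removal of the line had a lower bound of 1.77. The line stayed within 0.375 in size for the other miRNAs, so this form could hardly have failed, and it was chosen after its values were seen. It shows only that a straight trend of that size is small beside 2.66, and no further conclusion is drawn from it. Variation between libraries of one treatment stays open, since with an assumed coefficient of variation of 0.4 the adjusted p was 0.448 from edgeR's exact test (1.02e-05 at 0.2) and no replicate gives the true value.

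Log2 fold changes beyond 4 in size occurred in the authors' deposited table for 33 miRNAs. All 33 of these 33 had 0 reads in one library, as the replacement of 0 by 0.01 requires, and with 0.5 read added to both libraries 0 miRNAs lay beyond 4. The largest value without a 0 was 3.32 in size. No biological explanation was tested.

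The lower group exceeded the higher group 2.73 to 1 at the paper's thresholds of 2 and -0.5. With thresholds of 1 and -1 the ratio was 1.42, from 34 lower and 24 higher miRNAs, so a part of the imbalance goes with the unequal thresholds. This change of thresholds can only lower the ratio, and only its size was open. Of the 34, 7 had exactly 2 reads in MW per read in GA and lay just past -1, while 3 with the reverse lay just short of 1, and the ratio was 1.13 without the 7 and 1.26 with the 3 counted as higher.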

How the results depend on the processing

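The alternatives were fixed before the deposited table was opened, but with the same values of the paper's Table S1 already seen. The ratios of families are compared only where a family had at least 20 reads over both libraries, a limit set after the values were seen, which took out small families whose sign turned between scalings. Of 15 miRNAs past the exact binomial test, 12 kept direction and call under every scaling, minimum of reads and rounding, and of 11 such families 9 did. No paired analysis was possible because each condition has 1 library, and leaving out a replicate was not possible either. The cause was not tested for any change below.

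MiRNAs detected in GA and MW were 53 and 59 with at least 3 reads, and 34 and 33 with at least 10. Counts past the paper's thresholds, 15 up and 41 down, became 5 up with 0.5 read added and 2 with 1 read added (41 and 38 down), 2 up and 6 down with at least 10 reads over both libraries, 24 up at thresholds of 1 and -1, and 1 up and 5 down with p of the read test. Of the 8 higher and 7 lower miRNAs by the exact test, 4 were lower with clean reads and 4 with the sum without the most abundant miRNA. The families lower were 3 in place of 5 with clean reads, 3 with TMM, 3 with the median of ratios and 3 with the sum without the most abundant miRNA. With a change of at least 1 on the log2 scale, 2 miRNAs were higher and 1 lower, and 1 family was higher and 1 lower. With an assumed BCV of 0.2, 1 miRNA and 1 family were higher and 0 lower, and with 0.4 the counts were 0.

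With clean reads the *SPL* list's median turned to 0.0131 (0.0151 without the most abundant miRNA), the auxin list's moved to 0.27 (0.27) and the leaf development list's to 0.75 (0.75). The auxin median turned to -0.0500 with the sum of conserved reads and to -0.00275 with list members of at least 1 read, where the *SPL* median was -0.68. Log2 ratios that turned were, with clean reads and then without the most abundant miRNA, csn-miR156a 0.0367 and 0.0386, csn-miR156e 0.00984 and 0.0118, csn-miR166c-3p 0.0314 and 0.0333, csn-miR167c-5p 0.14 and 0.14, csn-miR167m 0.23 and 0.23, csn-miR169e 0.23 and 0.23, and the families miR156 0.0856 and 0.0875 and miR167 0.0798 and 0.0817. With TMM csn-miR167m and csn-miR169e were each at 0.0475, and with the sum of conserved reads csn-miR156b was at -0.0558, csn-miR171h at -0.0412 and the miR6149 family at -0.0439. Csn-miR167m and csn-miR169e had equal reads in both libraries.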

Differences from the paper's values

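Under the settings chosen first, each count lay within 1.5 times of the paper's. The paper's text gives 20 up-regulated and 41 down-regulated conserved miRNAs in the GA/MW comparison, and 15 and 41 were found here among 123 of its 130 miRNAs at its log2 thresholds without its p-value, whose test the paper's text does not name. No scaling tried gave 20 up-regulated miRNAs, and the closest were 18 with clean reads and 18 with the sum without the most abundant miRNA. With thresholds of 1 and -1 there were 24. With p of the exact read test at 0.05 the counts were 1 and 5, and with at least 10 reads 2 and 6. With 0.5 read added there were 5 up-regulated, and with 1 read added 2. The paper gives 101 conserved miRNAs detected in GA and 106 in MW, and 95 and 102 were found here, but 53 and 59 with at least 3 reads and 34 and 33 with at least 10.

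The paper's methods give a normalization by clean reads. The deposited normalized values were instead the raw reads times 1.17 in GA and 1.18 in MW, although the libraries' clean reads differ as 4315700 and 5057553.

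The paper states that csn-miR535a had more reads in CK than in GA and MW. Its own Table S1 gives 1054 reads for CK, and the MW library had 1539, while csn-miR396a-5p, csn-miR166a-3p, csn-miR166c-3p and csn-miR168a had fewer raw reads in both libraries than the paper's CK. By normalized values the order was another. Csn-miR535a was above the paper's CK in both libraries (777.899 in the paper's CK, 1185.36 in GA and 1810.55 in MW), and so were csn-miR166a-3p (13626.5 in the paper's CK, 14852.5 in GA and 19215.4 in MW) and csn-miR166c-3p (1665.77, 1680.87 and 1931.13). Of the families the paper describes as only down-regulated between GA and MW, miR160, miR166, miR393 and miR2118 each had members past the lower threshold and none past the upper one, but the analysed miR319 member was at a log2 ratio of -0.42, within the threshold, and the summed reads of miR160 were 1.51-fold higher in GA. The paper lists miR156, miR167, miR171, miR172 and miR396 in both the up- and the down-regulated groups. Over the analysed members and between GA and MW, miR156 and miR172 had members only past the lower threshold, and miR395 had members past both. Csn-miR156g, with 4 reads in GA and 1 in MW, was just short of the upper threshold at 1.997 and past it with clean reads. Of the 3 families the paper describes as induced between GA and MW, miR160 and miR396 were higher in GA by summed reads, and miR167 was lower (log2 ratio -0.15, or 0.08 with clean reads).

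The paper describes csn-miR156a as down-regulated and csn-miR828a as decreased significantly. Both had lower values in GA, with a log2 ratio of -0.19 for csn-miR156a, within the threshold, and 2 against 6 reads for csn-miR828a, and neither passed the exact test (adjusted p = 0.771 for each). Csn-miR156a turned to 0.04 with clean reads. The paper names csn-miR827a as most up-regulated. It had 5 reads against 0, and did not pass (adjusted p = 0.396, exact binomial test), which so few reads could not have done.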

Other observations

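The comparison with the microarray was chosen after the values were seen. Among the families known to target the silencing machinery, csn-miR403, whose family targets *ARGONAUTE2*, had a log2 ratio of GA over MW of -0.28 (95% interval -0.64 to 0.10) and csn-miR162a, whose family targets *DICER-LIKE1*, had 2 reads in GA and 4 in MW, and neither passed the exact binomial test. Csn-miR168a from the 3' arm had 2347 reads in GA. Most analysed reads of miR168 thus came from the arm not known to guide *ARGONAUTE1* cleavage. On the paper's array csn-miR168b from the 5' arm had the higher signals, 1520 in GA and 1194 in MW, against 361 and 312 for csn-miR168a. The balance of the arms is therefore not settled. Csn-miR394d, of a family that targets an F-box gene of leaf shape, had 32 reads in GA and 16 in MW and did not pass (adjusted p = 0.198, exact binomial test). Its family passed only with clean reads (adjusted p = 0.0260, exact binomial test) or without the most abundant miRNA (0.0259). Csn-miR394d and csn-miR162a were picked after their values were seen.

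In the paper's Table S1, CK had 283 normalized reads of csn-miR395, near the 253 of GA, and MW had 40.0, so the difference between GA and MW lies mostly in a low MW value. Csn-miR399c had 199 in the paper's CK, 74.0 in GA and 38.2 in MW, and csn-miR399d had 58.3, 28.2 and 8.24, so both were below the paper's CK in GA as well. For csn-miR408 the paper's CK had 190, GA 294 and MW 448. The paper's CK library was not analysed here.

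In the paper's microarray, which had biological replicates, 10 of the 15 miRNAs past the exact read test were listed for both comparisons with CK. The array ratio of GA over MW was taken from the paper's GA/CK and MW/CK signals, without a test of its own. It had the sign of the reads for 5 of the 10, csn-miR166c-3p (log2 -0.21), csn-miR167d-5p (-0.48), csn-miR168a (0.21), csn-miR396a-3p (0.07) and csn-miR395, and the other sign for 5, csn-miR396a-5p (-1.81), csn-miR535c (0.29), csn-miR535a (0.10), csn-miR160a-5p (-0.02) and csn-miR172b (-0.01), so several signs rest on values near 0. The array signals of csn-miR395 were 82.6 in GA and 31.4 in MW, and the paper treats a signal under 32 as no expression. Those of csn-miR396a-3p were 76.2 and 72.4, under the 100 that the paper sets for its variance analysis. The paper's array p for csn-miR395 was 0.892 in GA against CK and 0.314 in MW against CK. For csn-miR396a-5p these values were 0.229 and 0.371. Of the analysed miRNAs listed on the array, 0 of 40 in GA against CK and 2 of 43 in MW against CK had an array p at or under 0.05. None of these p-values tests GA against MW, so they neither uphold nor discount the array signs between GA and MW.

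A grouping of sulfate- and phosphate-responsive families against copper-responsive families was drawn from these same reads. Tests of it that were tried on the summed reads of these families used the reads it was drawn from, so they decide nothing and no hypothesis is offered.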
